# Hydroxysteroid 17β‐dehydrogenase 13 (*Hsd17b13*) knockdown attenuates liver steatosis in high‐fat diet obese mice

**DOI:** 10.1113/EP092535

**Published:** 2025-02-27

**Authors:** Shehroz Mahmood, Nicola Morrice, Dawn Thompson, Sara Milanizadeh, Sophie Wilson, Philip D. Whitfield, George D. Mcilroy, Justin J. Rochford, Nimesh Mody

**Keywords:** fenretinide, fibrosis, hydroxysteroid 17β‐dehydrogenase 13 (Hsd17b13), metabolic dysfunction‐associated steatotic liver disease (MASLD), phospholipids

## Abstract

Hydroxysteroid 17β‐dehydrogenase 13 (HSD17B13) loss‐of‐function gene variants are associated with a decreased risk of metabolic dysfunction‐associated steatotic liver disease (MASLD). Our RNA‐seq analysis of steatotic liver from obese mice ± fenretinide treatment identified major beneficial effects of fenretinide on expression of hepatic genes including *Hsd17b13*. We sought to determine the relationship between *Hsd17b13* expression and MASLD and to validate it as a therapeutic target by liver‐specific knockdown. *Hsd17b13* expression, which is unique to hepatocytes and associated with the lipid droplet, was elevated in multiple models of MASLD and normalised with the prevention of obesity and steatotic liver. Direct, liver‐specific, shRNA‐mediated knockdown of *Hsd17b13* (*shHsd17b13*) in high‐fat diet (HFD)‐obese mice, markedly improved hepatic steatosis with no effect on body weight, adiposity or glycaemia. *shHsd17b13* decreased elevated serum alanine aminotransferase (ALT), serum fibroblast growth factor 21 (FGF21) levels, and markers of liver fibrosis, for example, expression of *Timp2*. *shHsd17b13* knockdown in HFD‐obese mice and *Hsd17b13* overexpression in cells reciprocally regulated expression of lipid metabolism genes, for example, *Cd36*. Global lipidomic analysis of liver tissue revealed a major decrease in diacylglycerols (e.g. DAG 34:3) with *shHsd17b13* expression and an increase in phosphatidylcholines containing polyunsaturated fatty acids (PUFA) for example, phosphatidylcholine (PC) 34:3 and PC 42:10. Expression of key genes involved in phospholipid and PUFA metabolism, for example, *Cept1*, was also reciprocally regulated suggesting a potential mechanism of Hsd17b13 biological function and role in MASLD. In conclusion, *Hsd17b13* knockdown in HFD‐obese adult mice was able to alleviate MASLD via regulation of fatty acid and phospholipid metabolism, thereby confirming HSD17B13 as a genuine therapeutic target for MASLD and the development of liver fibrosis.

## Abstract (highlights)

- **What is the central question of this study?**
  Hydroxysteroid 17β‐dehydrogenase 13 (HSD17B13) loss‐of‐function gene variants are associated with a decreased risk of metabolic dysfunction‐associated steatotic liver disease (MASLD) and metabolic dysfunction‐associated steatohepatitis (MASH): what is the relationship between *Hsd17b13* expression and MASLD and can HSD17B13 be validated as a therapeutic target by liver‐specific knockdown?
- **What is the main finding and its importance?**
  Liver‐specific shRNA knockdown of *Hsd17b13* in obese mice markedly improved hepatic steatosis and markers of liver health, for example, serum alanine aminotransferase and fibroblast growth factor 21 levels. Hsd17b13 influenced the expression of lipid/phospholipid metabolism genes and phosphatidylcholines PC 34:3 and PC 42:10. Our study suggests a mechanism of Hsd17b13's biological function and a strong rationale behind targeting HSD17B13 for MASLD/MASH.

## 1 INTRODUCTION

Metabolic dysfunction‐associated steatotic liver disease (MASLD), previously termed non‐alcoholic fatty liver disease (NAFLD) is a common complication associated with obesity and diabetes. MASLD can progress to the more severe metabolic dysfunction‐associated steatohepatitis (MASH), previously termed non‐alcoholic steatohepatitis (NASH), and therefore requires urgent therapeutic attention (Pafili & Roden, 2021). MASLD is characterised by an accumulation of triglycerides in the liver and is estimated to affect 25–30% of the global population as well as up to 90% of patients classed as morbidly obese (Pafili & Roden, 2021). Other than dietary and lifestyle interventions, currently there is only one approved therapeutic available for MASLD/MASH (resmetirom, an oral selective thyroid hormone receptor (THR)‐β agonist), but human trials suggest medicines with known benefits against obesity and diabetes may be useful to also treat liver steatosis/steatohepatitis (Luo et al., 2022; Sookoian & Pirola, 2024). In addition, several novel pharmacological therapies are in various phases of clinical development for the specific treatment of MASLD/MASH (Esler & Bence, 2019).

Several studies including human genome‐wide association studies (GWAS) and multi‐omics data analysis have identified genes that are key drivers of MASLD (Chella Krishnan et al., 2018). For example, 17β‐hydroxysteroid dehydrogenase 13 (HSD17B13) is a novel lipid‐droplet protein that has been identified from human steatotic liver biopsies (Su et al., 2014). Moreover, several gene variants of *HSD17B13* linked to MASLD/MASH have been identified by GWAS performed in cohorts around the world (Amangurbanova et al., 2023). Three independent gene variants of *HSD17B13* which generate loss‐of‐function proteins are reported to be associated with protection from liver injury (Abul‐Husn et al., 2018; Chella Krishnan et al., 2018; Ma et al., 2019). HSD17B13 gene expression and protein levels are upregulated in patients and mouse models of MASLD and overexpression of *Hsd17b13* in mice promotes rapid lipid accumulation in the liver (Su et al., 2014). However, the traditional gene knockout of *Hsd17b13* in mice had no beneficial effect on the development of liver steatosis with various dietary interventions (Ma et al., 2021). This surprising result suggests that the normal biological role of HSD17B13 and its metabolic pathway may be important for normal liver function from birth, but abnormally elevated levels of HSD17B13 in adulthood are pathological drivers of the steatotic liver.

We have previously reported the beneficial effects of the synthetic retinoid fenretinide to inhibit adiposity, insulin resistance and the accumulation of liver triglycerides (Mcilroy et al., 2013; Morrice et al., 2017). In the present study, our analysis of unbiased, whole‐genome RNA‐sequencing in liver tissue from mice with high‐fat diet (HFD)‐induced obesity and type‐2 diabetes and mice treated with fenretinide to inhibit MASLD (Mcilroy et al., 2013; Morrice et al., 2017) revealed genes that are key drivers of MASLD including peroxisome proliferator‐activated receptor α (PPARα) targets, lipid‐droplet proteins (e.g. *Hsd17b13*), pro‐fibrotic genes and phospholipid metabolism genes. HSD17B13 has been reported to have dehydrogenase activity towards retinol and thus modulate retinoic acid (RA) levels (Ma et al., 2019). Thus, together with the human gene variant data on *HSD17B13* and liver disease, we were attracted to investigating this protein further. We hypothesised that direct inhibition of elevated levels of liver Hsd17b13 using RNAi‐mediated knockdown in vivo may reveal a beneficial phenotype and lead to novel insights into the biological function of this uncharacterised lipid‐droplet protein.

## 2 METHODS

### 2.1 Ethical approval

All animal procedures were performed under a project license approved by the UK Home Office under the Animals (Scientific Procedures) Act 1986 (PPL P1ECEB2B6) and the University of Aberdeen Ethics Review Board. Studies were performed following the recommendations in the ARRIVE guidelines under guidance by the Veterinary Surgeon and Animal Care and Welfare Officers of the institutional animal research facility.

### 2.2 Animal studies

The fenretinide HFD and *db*/*db* studies were previously described (Mcilroy et al., 2013; Morrice et al., 2017). For the *Hsd17b13* knockdown study, 3‐ to 4‐week‐old male C57BL/6J mice were purchased from Charles River, Edinburgh. Mice were maintained at 22°C–24°C on a 12‐h light–dark cycle with free access to food and water. At 11 weeks of age, 18 mice were placed on a 45% kcal HFD (Research Diets, NJ, D12451) whilst eight remained on regular chow. Following 21 weeks on HFD, mice were randomised into two groups for intraperitoneal (i.p.) injection of AAV8‐scrambled control (*shScrmbl*) or AAV8‐*shHsd17b13* at a virus titre of 1 × 10^11^ virus particles. Vector and shRNA information can be found at Vectorbuilder https://en.vectorbuilder.com id: VB180117‐1020znr and id: VB200302‐1251whe, respectively. Chow controls did not receive AAV8‐*shScrmbl* since these mice were an order of magnitude healthier in comparison to the 21‐week HFD‐induced obese mice with MASLD and thus receiving AAV8‐*shScrmbl* would not inform any useful findings. Chow mice received a saline injection of the same volume administered by i.p. injection. Body weight was measured weekly and physiological tests were performed. Two weeks (14 days) after virus‐shRNA injections, mice were humanely killed in accordance with the guidelines and regulations detailed above (following 5 h of fasting) by CO_2_‐induced anaesthesia and cervical dislocation. Trunk blood following decapitation was collected and serum was stored at −80°C. All tissues were rapidly dissected, frozen in liquid nitrogen, and stored at −80°C. Tissues for histology were fixed in formalin for 48 h at 4°C, then stored at 4°C in phosphate‐buffered saline (PBS) until further processing.

### 2.3 Physiological tests

Body composition was measured before virus‐shRNA injection to confirm HFD‐induced obesity and aid with randomisation into treatment/control groups. The measurement was repeated 7 days after shRNA treatment. Each mouse was analysed using an Echo MRI‐3‐in‐1 scanner (Echo Medical Systems, Houston, TX, USA). A glucose tolerance test (GTT) was performed at 10 days post‐shRNA treatment. Briefly, mice were fasted for 5 h, and baseline glucose levels were sampled from tail blood using glucose meters (AlphaTRAK, Abbott Laboratories, Abbot Park, IL, USA). Subsequently, mice were injected i.p. with 20% glucose (w/v) and blood glucose was measured at 15, 30, 60 and 90 min post‐injection.

### 2.4 Stable expression of HSD17B13 in cells

HEK293 cells and HepG2, were maintained in Dulbecco's modified Eagle's medium (DMEM) GlutaMAX with 10% fetal bovine serum (FBS) at 37°C and 5% CO_2_. Human *HSD17B13* (NCBI Accession number: NM_178135.5) with HA‐tag on the C‐terminus was cloned into pcDNA3.1 (Genscript). HEK293 cells and HepG2 cells were transfected with *HSD17B13* or empty control vector using Lipofectamine 2000, cultured for 2–3 weeks in G418 for neomycin resistance, and positive colonies selected. Stable cell lines were treated with RA (1 µm, 2 h) or dimethyl sulfoxide (DMSO, vehicle control). An unsaturated/saturated fatty acid mixture (2:1 ratio of 0.66 mM oleic acid and palmitic acid 0.33 mM, 24 h) or 1% methanol (vehicle control) was prepared with 10% bovine serum albumin (fatty acid free) and 1% FBS in DMEM+G418.

### 2.5 Immunoblotting

Frozen liver tissues were homogenised in 400 µL of ice‐cold radioimmunoprecipitation assay buffer (10 mM Tris–HCl pH 7.4, 150 mM NaCl, 5 mM EDTA pH 8.0, 1 mM NaF, 0.1% SDS, 1% Triton X‐100, 1% sodium deoxycholate with freshly added 1 mM NaVO_4_ and protease inhibitors) using a PowerGen 125 homogeniser, Fisherbrand, UK and lysates normalised to 1 µg/µL. Proteins were separated on a 4–12% Bis–Tris gel (Thermo Fisher Scientific, Waltham, MA, USA) by gel electrophoresis and transferred onto a nitrocellulose membrane. Membranes were probed with the following primary antibodies: HSD17B13 (1/500, ab122036, Abcam, Cambridge, UK), GFP (1/1000, A11122, Thermo Fisher Scientific), glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) (1/1000, 14C10) and Vinculin (1/1000, 13901) both Cell Signaling Technology (Danvers, MA, USA). Immunoblotting for retinol‐binding protein (RBP) (Dako, Agilent, USA) was from 1 µL serum (Yang et al., 2005).

### 2.6 RNA extraction and RT‐qPCR

Frozen tissues were lysed in TRIzol reagent (Sigma‐Aldrich, Gillingham) and RNA was isolated using phenol/chloroform extraction according to the manufacturer's instructions. RNA was then synthesised into cDNA (Tetro kit, Bioline, UK) and subjected to qPCR analysis using SYBR green and LightCycler 480 (Roche, Burgess Hill, UK). Gene expression was determined relative to the reference gene *Nono* for mouse liver tissue and *Hprt* for human cell lines (HEK and HepG2) and analysis was performed using the Pfaffl method (Pfaffl, 2001). Primer sequences are available on request.

### 2.7 Liver histology

Liver tissues were embedded in paraffin, sectioned and stained with haematoxylin and eosin (H&E). Images were taken using a light microscope, EVOS XL (Thermo Fisher Scientific, Gillingham, UK) at ×20 and ×40 magnification. Frozen liver tissue was used for fluorescence staining. Briefly, processed slides were washed with PBS for 10–12 min. Subsequently, slides were incubated with Blocking (5% goat serum in PBS) and then with HCS Lipidtox deep red neutral lipid stain (Thermo Fisher Scientific, H34477) (1:200 in PBS) at room temperature for 1 h. Furthermore, they were mounted with fluoroshield mounting medium with 4′,6‐diamidino‐2‐phenylindole (DAPI) (Abcam, ab104139).

### 2.8 Liver and serum assays

A total of 50–100 mg of frozen liver tissues was homogenised in 1 mL of PBS and frozen in liquid nitrogen to enable further cell lysis. Samples were left to thaw at room temperature and centrifuged for 15 s at 7000 *g* to pellet debris. The remaining fat cake was resuspended in PBS, and the resulting supernatant was used to determine total liver triglycerides according to the manufacturer's instructions (Sigma‐Aldrich, cat: MAK266). Serum was analysed for alanine aminotransferase (ALT) activity (Abcam, ab105134), fibroblast growth factor 21 (FGF21) (R&D Systems, Minneapolis, MN, USA, cat. no. MF2100) and total triglycerides (Sigma‐Aldrich, cat. no. MAK266) following manufacturer's guidelines.

### 2.9 Lipidomics analysis

Global lipidomics analysis was performed by high resolution liquid chromatography–mass spectrometry (LC‐MS) using an Exactive Orbitrap mass spectrometer (Thermo Fisher Scientific) interfaced to a Thermo UltiMate 3000 RSLC system. Samples (10 µL) were injected onto a Thermo Hypersil Gold C18 column (1.9 µm; 2.1 mm × 100 mm) maintained at 50°C. Mobile phase A consisted of water containing 10 mM ammonium formate and 0.1% (v/v) formic acid. Mobile phase B consisted of a 90:10 mixture of isopropanol–acetonitrile containing 10 mM ammonium formate and 0.1% (v/v) formic acid. The initial conditions for analysis were 65% A–35% B, increasing to 65% B over 4 min and then to 100% B over 15 min, held for 2 min prior to re‐equilibration to the starting conditions over 6 min. The flow rate was 400 µL/min. Analyses were undertaken in positive and negative ion modes at a resolution of 100,000 over the mass‐to‐charge ratio (*m*/*z*) range of 250 to 2000. Progenesis QI v3.0 (Nonlinear Dynamics, Newcastle upon Tyne, UK) was used to process the data sets and lipids were identified through interrogation of HMDB (http://www.hmdb.ca/), LIPID MAPS (www.lipidmaps.org/). Multivariate statistical analysis was performed using SIMCA‐P v13.0 (Umetrics, Umea, Sweden) and the heatmap was generated with the online available platform MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/) (Pang et al., 2021).

### 2.10 RNA sequencing

As previously described (Morrice et al., 2017), total RNA was extracted from frozen liver using TriZOL reagent according to the manufacturer's instructions. RNA was purified using an RNeasy miniprep kit (Qiagen, Manchester, UK) and quantified on a Bioanalyzer 2000 (Agilent Technologies, Edinburgh, UK). Ribosomal RNA was removed from samples using the Ribo‐Zero rRNA removal kit (Illumina, San Diego, CA, USA). Sequencing libraries were prepared using the TruSeq RNA Library Preparation Kit v2 (Illumina) following the low sample protocol, using 1 µg RNA. Libraries were sequenced on the NextSeq‐500 Desktop sequencer platform (Illumina) with a 2 × 75 paired‐end read length giving 719 million raw reads (average depth of 45 million reads per sample). Reads were filtered using the FASTQ Toolkit v2.0.0 in the Illumina BaseSpace cloud computing environment to remove adapter sequences and read with a phred score <20 or length <20 bp. Filtered reads were checked using FastQC before aligning with STAR 2.0 to the *Mus musculus* UCSC mm10 genome and differential expression was measured using DESeq2 with default parameters. RNA‐seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database with accession number GSE220684.

### 2.11 Data and statistical analysis

All values are expressed as individual values with mean and standard deviation as per the journal requirements, unless otherwise stated, using GraphPad Prism software (GraphPad Software versions 6‐8, Boston, MA, USA). Where data points are too numerous (e.g. body weight and GTT time course data), the entire raw dataset is available as Supporting information. Statistical analyses were performed by using one‐ or two‐way ANOVA (where stated) followed by multiple‐comparison *post hoc* tests to compare the means of three or more groups. Exact *P*‐values for posthoc comparisons between groups are presented in all figures, up to *P* ≤0.001 using IBM SPSS Statistics software.

## 3 RESULTS

### 3.1 Hepatic RNA‐seq reveals signature gene expression alterations in HFD‐induced obese steatotic liver and rescue by beneficial effects of fenretinide

We have previously reported the effects of fenretinide to inhibit adiposity, insulin resistance and the accumulation of liver triglycerides (Mcilroy et al., 2013; Morrice et al., 2017). In a novel approach to characterise the molecular mechanism of beneficial effects of fenretinide in the liver, we performed RNA‐seq (GEO number GSE220684) on liver tissue from HFD‐induced obese C57BL/6J mice ±fenretinide for 20 weeks, compared to lean control mice (Figure 1a) (Mcilroy et al., 2013; Morrice et al., 2017). 

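Liver RNA was sequenced from 16 male C57BL/6J mice, 4 in each of 4 groups. Mice received an HFD with 45% of its energy as fat, or the same diet with 0.04% fenretinide, a synthetic retinoid (FEN-HFD). Both diets were given to 1 set of mice for 20 weeks and to another for 7 days. The 20-week groups are those of Figure 1. The 7-day groups are not described in the paper's text, and the 16 libraries include no lean control livers. The paper describes Ribo-Zero removal of ribosomal RNA, TruSeq libraries and paired-end sequencing on a NextSeq-500. The sample labels name a stranded TruSeq kit for total RNA, which the paper does not, and this difference was not settled. Reads were filtered, aligned to the mm10 genome with STAR 2.0 and counted by gene symbol. The program, gene annotation and strand setting used for counting are not named in the paper's text. The values given here use the raw counts assigned to genes, which are fewer than the reads. At 20 weeks they came to between 19218230 and 24237124 per FEN-HFD mouse and between 23607063 and 30810144 per HFD mouse. At 7 days they came to between 23851276 and 32546829 per FEN-HFD mouse and between 25255797 and 32436573 per HFD mouse. The library of FEN-HFD mouse 29 stood apart. Rn45s, the precursor of ribosomal RNA, held 53.1% of its counts and Lars2 held 4.36%, against 0.466% to 1.46% and 0.00173% to 0.0499% in the other 15 libraries. Counts were scaled with TMM factors, and filterByExpr kept 13010 genes for the 20-week comparison. FEN-HFD was compared with HFD by edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method over the genes tested and a threshold of 0.05. Levels are given in CPM, the counts of a gene scaled to the library's total times its TMM factor, with the SD over mice, and gene positions are those of mm10. Lists of genes were fixed before the data were examined and compared with all other genes by camera, with a correlation between genes preset at 0.01 and then estimated for each list.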

HFD‐induced obesity resulted in the upregulation of 941 liver genes and the downregulation of 637 genes (Figure 1b). Many of the genes upregulated in HFD steatotic liver were involved in triglyceride synthesis and fatty acid metabolism and were well‐established targets of PPARα signalling and/or GGWAS‐identified genes associated with MASLD (e.g. *Mogat*, *Agpat9*, *Crat and Vnn1*, *Hsd17b13*, *Pnpla3* and *Inhbe*; Figure 1c) (Kersten, 2014). 

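Of the 10 genes of Figure 1c, 7 fell in the livers of mice given fenretinide with the HFD for 20 weeks and none rose by edgeR's quasi-likelihood test, and none was higher at an unadjusted p under 0.05, by DESeq2 or by limma-voom. Crat, which encodes carnitine acetyltransferase, had 41.0 ± 4.63 CPM (SD, n = 4 mice) with fenretinide and 98.1 ± 6.78 CPM (SD, n = 4) on the HFD alone. Fads1, a desaturase of polyunsaturated fatty acids, had 194 ± 32.1 CPM (SD, n = 4) against 445 ± 56.6 CPM (SD, n = 4).

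**Figure D1:**
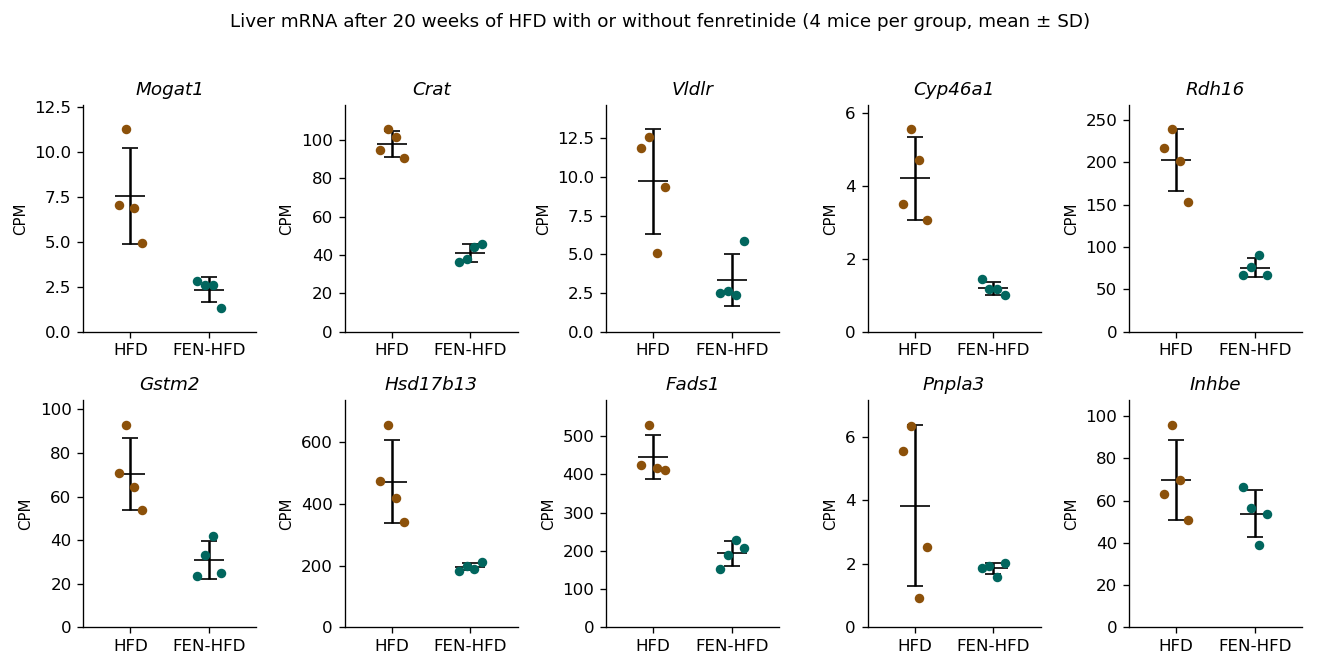
Level of each gene of Figure 1c in CPM for each mouse (points) on the HFD or FEN-HFD for 20 weeks, with the mean and SD of 4 mice per group and axes that start at 0. Every FEN-HFD mouse lies below every HFD mouse for Crat, Fads1, Rdh16 and Cyp46a1, while the groups overlap for Vldlr, Pnpla3 and Inhbe.

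Crat lies on chromosome 2 from 30400476 to 30416017 and overlaps Dolpp1, so that reads of either gene are uncertain there. Its log2 fold change was -1.26 (standard error 0.10, adjusted p = 0.00151 from edgeR's quasi-likelihood test). Fads1, on chromosome 19 from 10182877 to 10196874, had a log2 fold change of -1.20 (standard error 0.15, adjusted p = 0.00657 from edgeR). Cyp46a1, a cholesterol hydroxylase on chromosome 12 from 108334268 to 108362234, fell from 4.21 ± 1.14 to 1.19 ± 0.181 CPM (SD, n = 4 each; log2 fold change -1.80, adjusted p = 0.00914 from edgeR). Rdh16, a retinol dehydrogenase on chromosome 10 from 127801090 to 127815846, fell from 203 ± 36.5 to 75.6 ± 11.1 CPM (SD, n = 4 each; log2 fold change -1.42, adjusted p = 0.00464 from edgeR), but it is close in sequence to Rdh9 and reads may be shared. Mogat1, a monoacylglycerol acyltransferase, had a log2 fold change of -1.65 (adjusted p = 0.0244 from edgeR). Gstm2, a glutathione S-transferase with close paralogs, had one of -1.19 (adjusted p = 0.0313 from edgeR). The seventh gene was Hsd17b13. Vldlr, a lipoprotein receptor, had a log2 fold change of -1.60 and did not pass (adjusted p = 0.0595 from edgeR). Nor did the lipid droplet gene Pnpla3 (-1.05, adjusted p = 0.310) or Inhbe, which encodes an inhibin subunit (-0.37, adjusted p = 0.376).
The 10 genes had a median log2 fold change of -1.26 (camera, adjusted p = 2.24e-11; adjusted p = 0.188 with an estimated correlation), with 8 lower when adjusted over the list alone. Of the 13 genes labelled in Figure 1b, Crat, Rdh16, Cyp46a1, Mogat1 and Gstm2 fell and none rose by edgeR, where 1 was higher at an unadjusted p under 0.05 and none by DESeq2 or limma-voom. Of these genes, 12 were lower and 1, Cyp2b13, was higher when adjusted over the list alone, and their median log2 fold change was -0.90 (camera, adjusted p = 1.26e-10; adjusted p = 0.203 with an estimated correlation). Both lists were chosen by the study on these samples, so their counts are not independent evidence of a direction. Among 32 targets of PPARα, the receptor that induces fatty acid oxidation, 4 fell, among them Crat, the hormone gene Fgf21 and the fatty acid transporter gene Cd36, and none was higher by edgeR, at an unadjusted p under 0.05, by DESeq2 or by limma-voom. When adjusted over the list alone, 19 were lower, and their median log2 fold change was -0.42 (camera, adjusted p = 1.91e-11; adjusted p = 0.209 with an estimated correlation). Of 29 genes of triglyceride synthesis and lipid droplets, Hsd17b13, Mogat1 and the droplet coat protein Plin2 fell and none was higher by any of these tests. The list had 13 lower members when adjusted over the list alone, and their median log2 fold change was -0.49 (camera, adjusted p = 4.09e-06; adjusted p = 0.220 with an estimated correlation).
Leaving out 1 mouse ended several of these calls in edgeR. Its test for a change of over 1.5-fold ended those of Fads1 (adjusted p = 0.0656), Cd36 (0.204) and Plin2 (0.482). That test also ended the calls of Mogat1 (0.159), Gstm2 (0.305) and Hsd17b13 (0.118). Mogat1 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0807), 22 (0.0633) or 24 (0.0680) or HFD mouse 25 (0.0801), in a range over all alternatives from 1.06e-05 to 0.159. Gstm2 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0962), 22 (0.0737) or 29 (0.0594) or HFD mouse 25 (0.0989), 28 (0.0598) or 33 (0.0588), in a range from 2.53e-05 to 0.305. Fgf21 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0541). Cd36 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0948), 22 (0.0724), 24 (0.0627) or 29 (0.0523) or HFD mouse 25 (0.0909). Plin2 did not pass without FEN-HFD mouse 21 (adjusted p = 0.125), 22 (0.0724) or 24 (0.0725) or HFD mouse 25 (0.0977) or 33 (0.0620). Vldlr passed without FEN-HFD mouse 29 (adjusted p = 0.0177) or HFD mouse 33 (0.0360), in a range from 0.000521 to 0.405. In FEN-HFD mouse 29, Mogat1 was at 1.31 CPM and Vldlr at 5.84 CPM, against 2.60 to 2.81 and 2.37 to 2.64 CPM in the other FEN-HFD mice.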

Fenretinide treatment partially prevented (and in some cases completely normalised) the increase in expression of many of these genes (Figure 1c).

**FIGURE 1:**
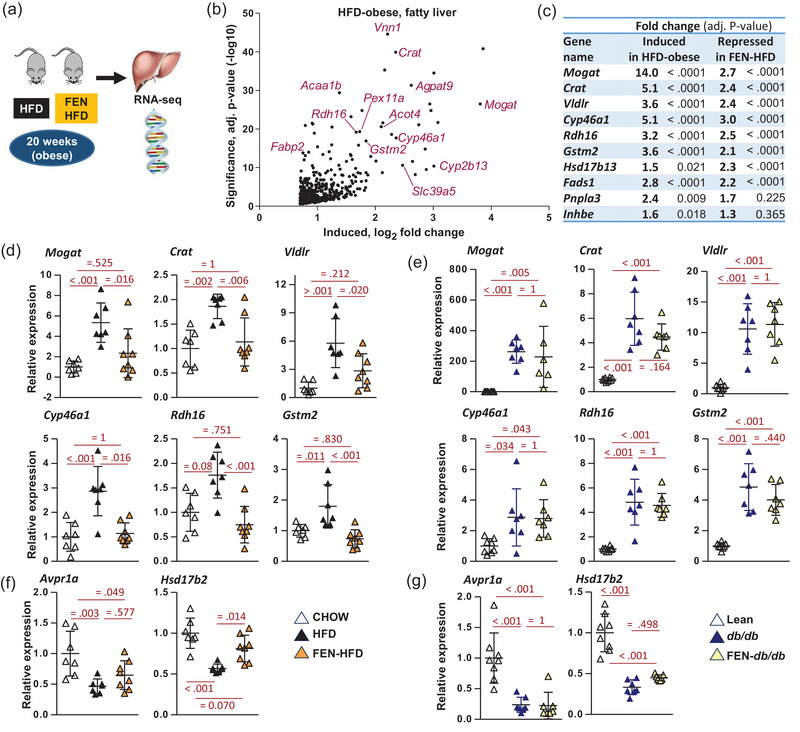
Hepatic gene expression in HFD‐induced obese and genetically obese mice with liver steatosis, and effects of fenretinide (FEN) treatment. (a) Graphical illustration of mouse liver study described. (b) Volcano plot of hepatic RNA‐seq data of HFD (obese‐steatotic liver) most highly induced genes by fold change and significance, compared to lean control mice (Morrice et al., 2017). (c) Shortlist of differential gene expression from RNA‐seq data, reciprocally regulated genes in HFD (obese‐steatotic liver) ± FEN, involved in triglyceride synthesis and fatty acid metabolism and genes associated with MASLD. HFD‐induced genes versus lean control mice and FEN‐HFD‐repressed genes versus HFD, *n* = 4 per group with mean fold change and exact adjusted *P*‐value. For further data, full RNA‐seq data have been deposited at NCBI GEO GSE220684. (d, f) Hepatic gene expression in HFD (obese‐steatotic liver) mice ± FEN. (e, g) Hepatic gene expression in *db/db* (genetically obese steatotic liver) mice ± FEN. Data (*n* = 7–8 per group) are presented as individual data points, means ± SD, and analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests with exact *P*‐values for *post hoc* comparisons between groups (in red). HFD, high‐fat diet; MASLD, metabolic dysfunction‐associated steatotic liver disease.

HFD in the C57BL/6J strain is typically reported not to induce fibrosis or inflammation and therefore other diets are utilised to induce hepatic injury (e.g. Gubra Amylin NASH (GAN) diet or choline‐deficient HFD) (Loft et al., 2021; Vacca et al., 2024). However, our RNA‐seq revealed that HFD‐induced obesity in C57BL/6J mice for 20 weeks did induce increased expression of genes driving fibrosis and tissue remodelling, for example, collagens (*Col1a1*, *Col12a1* and *Col15a1*), tissue inhibitors of matrix metalloproteinases (*Timp1* and *Timp2*) and canonical Yap/Taz signalling pathway (*Wwtr1* and *Ctgf*) (GEO number GSE220684 and data available on request). Moreover, fenretinide treatment prevented the increase in expression of many of these genes.

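Of the 6 fibrosis genes named by the paper that were measured, Col15a1 passed the test between FEN-HFD and HFD at 20 weeks. Col15a1, which encodes a basement membrane collagen, fell from 7.72 ± 1.96 CPM (SD, n = 4 mice) on the HFD to 3.68 ± 0.767 CPM (SD, n = 4) on FEN-HFD. It lies on chromosome 4 from 47207655 to 47313167, and its log2 fold change was -1.07 (standard error 0.22, adjusted p = 0.0421 from edgeR's quasi-likelihood test). Timp1 had too few counts to be tested. Col12a1, another collagen, had a lower mean that did not pass (adjusted p = 0.0807 from edgeR), and Timp2, an inhibitor of matrix metalloproteinases, had a log2 fold change of -0.82 (adjusted p = 0.0747 from edgeR). The fibrillar collagen gene Col1a1 had a log2 fold change of -1.36 (standard error 0.59, adjusted p = 0.264 from edgeR). Ctgf, a target of Yap and Taz, had one of -0.96 (adjusted p = 0.106 from edgeR), and Wwtr1, which encodes Taz itself, one of -0.16 (adjusted p = 0.454). Col15a1, Timp2, Col12a1, Ctgf and Col1a1 were lower at an unadjusted p under 0.05, 4 of the 6 were lower by DESeq2 and 5 by limma-voom, and none was higher by any of these tests. In all, 4 were lower when adjusted over the list alone, and the median log2 fold change was -0.98 (camera, adjusted p = 0.000124; adjusted p = 0.203 with an estimated correlation). The study chose these genes on these samples, so the count is not independent evidence of a direction. Of a list of 15 genes of Yap and Taz signalling, none passed in either direction by edgeR. At an unadjusted p under 0.05, 1 was higher and 3 were lower, DESeq2 called 0 higher and 1 lower, and limma-voom called 1 each way. Their median log2 fold change was -0.08 (camera, adjusted p = 0.204), and the list was called lower without HFD mouse 33 (adjusted p = 0.0363).
Col15a1 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0825), 22 (0.110) or 24 (0.0956) or HFD mouse 25 (0.0946), 28 (0.109) or 45 (0.0719), in a range over its alternatives from 0.000670 to 0.550. Col1a1 passed in edgeR without FEN-HFD mouse 29 (log2 fold change -2.22, adjusted p = 0.0216), whose level was 16.4 CPM against 2.79 to 4.21 CPM in the other FEN-HFD mice. Col12a1 passed without HFD mouse 33 (adjusted p = 0.0338 from edgeR), and stood at 2.72 CPM in FEN-HFD mouse 29 against 4.43 to 4.59 CPM in the others. Timp2 passed without FEN-HFD mouse 29 (adjusted p = 0.0435) or HFD mouse 33 (0.0386).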

To further characterise the effects on differential gene expression changes linked to steatotic liver, we compared the effects of fenretinide on hepatic gene expression in HFD‐induced and genetically obese *db/db* mouse models (Morrice et al., 2017). Both HFD and *db/db* obese mice had increased expression of hepatic lipid metabolism genes (e.g. *Mogat* and *Crat*) (Figure 1d, e). Fenretinide treatment prevented this increase in HFD mice but had no effect in *db/db* mice (Figure 1d, e). Similarly, HFD repressed other genes (e.g. *Avpr1a* and *Hsd17b2*) and fenretinide treatment prevented this decrease in HFD mice but had no effect in *db/db* mice (Figure 1f, g). These novel findings regarding the mechanism of fenretinide action suggest that the beneficial effects on hepatic gene expression are associated with inhibition of adiposity (induced by HFD feeding) and associated insulin resistance and MASLD but not with fenretinide treatment in genetically obese *db/db* where adiposity and MASLD were not inhibited by this synthetic retinoid (Mcilroy et al., 2013; Morrice et al., 2017).

### 3.2 *Hsd17b13* expression is upregulated in HFD‐induced and genetic mouse models of obesity, hyperglycaemia and MASLD

17β‐Hydroxysteroid dehydrogenases (17β‐HSDs) are a family of 15 members that play a key role in sex hormone metabolism by catalysing steps of steroid biosynthesis (e.g. Hsd17b1 and b2) (Marchais‐Oberwinkler et al., 2011; Poutanen & Penning, 2019). Some may also play a role in cholesterol and fatty acid metabolism. Of the hydroxysteroid 17β‐dehydrogenase family of genes the most closely related to *Hsd17b13* is *Hsd17b11*, although it is not specific to hepatocytes and is also expressed in adipocytes (Horiguchi et al., 2008). HFD‐induced obesity also upregulated *Hsd17b11* and *Hsd17b7* hepatic gene expression in C57BL/6J mice and fenretinide treatment decreased their gene expression compared to HFD mice (Figure 2a RNA‐seq mini‐table *Hsd17b* family of genes). 

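Neither Hsd17b11 nor Hsd17b7 passed the test between FEN-HFD and HFD at 20 weeks, and both had lower mean levels with fenretinide. Hsd17b11, a lipid droplet protein encoded beside Hsd17b13 on chromosome 5 from 103989765 to 104021796, had 65.2 ± 6.85 CPM (SD, n = 4 mice) on FEN-HFD and 87.7 ± 7.31 CPM (SD, n = 4) on the HFD. Its log2 fold change was -0.43 (standard error 0.10, adjusted p = 0.0661 from edgeR's quasi-likelihood test). Hsd17b7, an enzyme of cholesterol synthesis on chromosome 1 from 169949535 to 169969242, had 44.9 ± 8.04 CPM (SD, n = 4) on FEN-HFD and 73.2 ± 21.2 CPM (SD, n = 4) on the HFD. Its log2 fold change was -0.70 (standard error 0.20, adjusted p = 0.114 from edgeR). Both passed by DESeq2 (adjusted p = 0.00536 for Hsd17b11 and 0.0241 for Hsd17b7) and by limma-voom (adjusted p = 0.0263 and 0.0450), in ranges over all alternatives from 0.00536 and 0.0241 to 1. Of the 10 measured members of the family, Hsd17b13 fell and Hsd17b2 rose. Hsd17b2, which oxidises estradiol and testosterone, had 148 ± 17.0 CPM (SD, n = 4) on FEN-HFD and 81.9 ± 14.2 CPM (SD, n = 4) on the HFD (log2 fold change 0.86, adjusted p = 0.0178 from edgeR). It did not pass without FEN-HFD mouse 21 (adjusted p = 0.0789) or 24 (0.0535) or HFD mouse 25 (0.0752), in a range from 1.71e-06 to 0.610. The family's median log2 fold change was -0.40 (camera, adjusted p = 0.00610; adjusted p = 0.244 with an estimated correlation), and it was not called without FEN-HFD mouse 29 (adjusted p = 0.0511). Of the members, 4 were lower and 1 was higher when adjusted over the list alone.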

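Hsd17b4 and Hsd17b12 showed no detectable difference between FEN-HFD and HFD livers at 20 weeks. Hsd17b4 encodes an enzyme of peroxisomal fatty acid oxidation and lies on chromosome 18 from 50128201 to 50196270. Its level was 596 ± 138 CPM (SD, n = 4 mice) with fenretinide and 779 ± 59.8 CPM (SD, n = 4) without (log2 fold change -0.39, standard error 0.17, adjusted p = 0.262 from edgeR's quasi-likelihood test). Hsd17b12 encodes a reductase of fatty acid elongation and lies on chromosome 2 from 94032697 to 94157909. Its level was 156 ± 39.3 CPM (SD, n = 4) with fenretinide and 207 ± 32.7 CPM (SD, n = 4) without (log2 fold change -0.40, standard error 0.19, adjusted p = 0.301 from edgeR). Neither gene passed by DESeq2, by limma-voom or with any 1 mouse left out.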

HFD also upregulated *Hsd17b4* and *Hsd17b12* hepatic gene expression in C57BL/6J mice; however, fenretinide treatment had no effect on decreasing these genes. *Hsd17b13* has been linked to MASLD and was one of the top 10% most upregulated genes in C57BL/6J HFD mice, increasing 1.5‐fold (Figure 2a, b). 

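Hsd17b13, which encodes a lipid droplet protein of hepatocytes, was among the abundant transcripts that fell with fenretinide at 20 weeks, with a mean of 335 CPM over the 8 mice. Of the 142 genes called lower by edgeR's quasi-likelihood test, Hsd17b13 ranked 50th by fold change and 26th by p. Among all 13010 genes tested, it had the 210th lowest log2 fold change, within the lowest 1.61%. Among the 1340 genes with a mean of at least 100 CPM, a minimum chosen after the values were seen, its log2 fold change was the 18th lowest. Genes that ranked above Hsd17b13 by fold change include the hormone gene Fgf21, the elongase gene Elovl5 and Cyp39a1. By DESeq2, Hsd17b13 ranked 146th by fold change of 586 genes called lower.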

Since HSD17B13 has been reported to have dehydrogenase activity towards retinol (Ma et al., 2019), and *Hsd17b13* was one of the most repressed genes with retinoid treatment, together with the human gene variant data on *Hsd17b13*, this warranted further examination of this hepatocyte‐specific 17β‐HSD family member.

**FIGURE 2:**
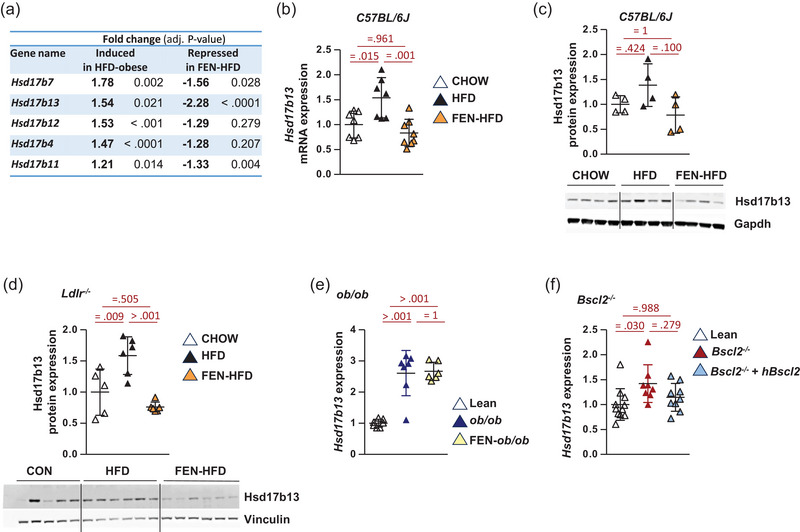
Increased *Hsd17b13* expression in an HFD‐induced and genetic mouse model of obesity, hyperglycaemia and MASLD. (a) Differential gene expression from RNA‐seq data. Hydroxysteroid 17β‐dehydrogenase family of genes reciprocally regulated in HFD (obese‐steatotic liver) ± FEN. HFD‐induced genes versus lean control mice and FEN‐HFD‐repressed genes versus HFD data, *n* = 4 per group with mean fold change and exact adjusted *P*‐value. For further data, full RNA‐seq data have been deposited at NCBI GEO GSE220684. (b) *Hsd17b13* gene expression in HFD (obese‐steatotic liver) mice ± FEN and chow‐fed lean controls, normalised to *Nono* (*n* = 7–8 per group). (c) Western blot of HSD17B13 protein expression in HFD (obese‐steatotic liver) mice ± FEN and chow‐fed lean controls, and quantification normalised to GAPDH (*n* = 4 per group). (d) Western blot and quantification of HSD17B13 protein expression in *Ldlr^−/−^* HFD (obese‐steatotic liver) mice ± FEN and control (10% kcal) fat diet lean controls, and quantification normalised to vinculin (*n* = 5–6 per group). (e) *Hsd17b13* gene expression in *ob/ob* (genetically obese steatotic liver) mice ± FEN and control (10% kcal) fat diet lean controls, normalised to *Nono* (*n* = 6–7 per group). (f) *Hsd17b13* gene expression in *Bscl2* ^−/−^ (lipodystrophic steatotic liver) mice, human *Bscl2* ^−/−^ rescue and wild‐type control, normalised to *Nono* (*n* = 8–9 per *Bscl2* ^−/−^ groups, *n* = 11 wild‐type control). Data are presented as individual data points, means ± SD, and analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests with exact *P*‐values for *post hoc* comparisons between groups. HFD, high‐fat diet; MASLD, metabolic dysfunction‐associated steatotic liver disease.

HSD17B13 hepatic protein expression was also induced by a similar amount in HFD mice compared to lean controls (Figure 2c). 

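Hsd17b13 fell in the livers of mice given fenretinide with the HFD for 20 weeks. The gene, on chromosome 5 from 103955442 to 103977388, had 197 ± 12.5 CPM (SD, n = 4 mice) on FEN-HFD and 472 ± 134 CPM (SD, n = 4) on the HFD. The FEN-HFD mice lay between 184 and 213 CPM, all below the HFD mice, which lay between 341 and 657 CPM. The log2 fold change of Hsd17b13 was -1.26 (standard error 0.18, adjusted p = 0.0124 from edgeR's quasi-likelihood test). In each left-out run it stayed between -1.39 and -1.06. The gene did not pass without FEN-HFD mouse 21 (adjusted p = 0.0629) or HFD mouse 25 (adjusted p = 0.0509), nor in edgeR's test for a change of over 1.5-fold (adjusted p = 0.118), in a range over all alternatives from 5.80e-09 to 0.118. Lean livers and protein levels were not analysed here. From the repression of Hsd17b13 by a retinoid, the reported activity of HSD17B13 on retinol and the data on human gene variants, the paper reasons that this member of the family warranted further examination.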

Fenretinide treatment was able to prevent this induction, with both gene and protein expression levels close to lean C57BL/6J control mice (Figure 2a, c). Fenretinide treatment also repressed *Hsd17b13* expression in parallel with the prevention of liver steatosis in the LDLR^−/−^ mice fed‐HFD plus high cholesterol diet model of dyslipidaemia (Figure 2d) (Thompson et al., 2023). *Hsd17b13* gene expression levels were induced in two more genetic models of metabolic disease and steatotic liver, in leptin‐deficient obese *ob/ob* mice (Figure 2e) and lipodystrophic Seipin/*Bscl2* ^−/−^ mice (Figure 2f) (Mcilroy, George et al., 2018). Fenretinide treatment could not inhibit the increase in *Hsd17b13* obese *ob/ob* mice but gene therapy to restore white adipose tissue (WAT) in *Bscl2* ^−/−^ mice inhibited MASLD and *Hsd17b13* gene expression (Figure 2f) (Sommer et al., 2022). These data taken together with the human gene variant data suggest a role of 17β‐hydroxysteroid dehydrogenases in liver lipid metabolism and an important role for Hsd17b13 in MASLD (Abul‐Husn et al., 2018; Chella Krishnan et al., 2018; Ma et al., 2019).

### 3.3 RNAi‐mediated *Hsd17b13* knockdown in HFD‐induced obesity and MASLD does not affect body weight, adiposity or glucose homeostasis

This RNAi‐mediated knockdown translational strategy has been taken by multiple pharma/biotech companies in ongoing clinical trials (Amangurbanova et al., 2023). Candidate short hairpin RNAs (shRNA) were tested for knockdown efficiency in cells overexpressing mouse *Hsd17b13*, and the most potent (hereafter renamed *shHsd17b13*) was selected for treatment in vivo. To evaluate the role of HSD17B13 in driving steatotic liver, we proceeded to directly knock down the elevated levels of this protein in adult mice with HFD‐induced MASLD thereby circumventing the lack of a protective effect of *Hsd17b13* whole‐body, total genetic knockout from birth in mice. We did not utilise a specific diet (e.g. GAN diet or choline‐deficient HFD) to induce fibrosis or inflammation since these tend to suppress weight gain and adiposity, the primary drivers of MASLD (Loft et al., 2021; Luukkonen et al., 2023; Vacca et al., 2024). Moreover, we had already determined the reciprocal regulation of *Hsd17b13* expression was associated with the simple HFD‐induced obesity beneficial effects of fenretinide (Figures 1 and 2).

HFD caused increased weight gain and obesity over time compared to chow‐fed C57BL/6J mice, as expected (Figure 3a). At 21 weeks on HFD, obese mice were randomised for administration of adeno‐associated virus (AAV)‐8 constructs encoding either *shHsd17b13* or scrambled control (*shScrmbl*) with the *U6* promoter for high expression of shRNAs. *shHsd17b13* treatment had no effect on body weight or adiposity compared to HFD‐*shScrmbl* control in the following 2 weeks (Figure 3b, c). Hepatic GFP co‐expression confirmed successful AAV8 delivery in HFD mice (Figure 3d). *shHsd17b13* treatment suppressed the elevated *Hsd17b13* expression compared to *shScrmbl* treatment, normalising gene and protein expression to a level similar to that in chow‐fed lean mice (Figure 3e, f). HFD‐induced obesity caused glucose intolerance and *shHsd17b13* knockdown had no effect to alter this compared to *shScrmbl* control mice (Figure 3g–i).

**FIGURE 3:**
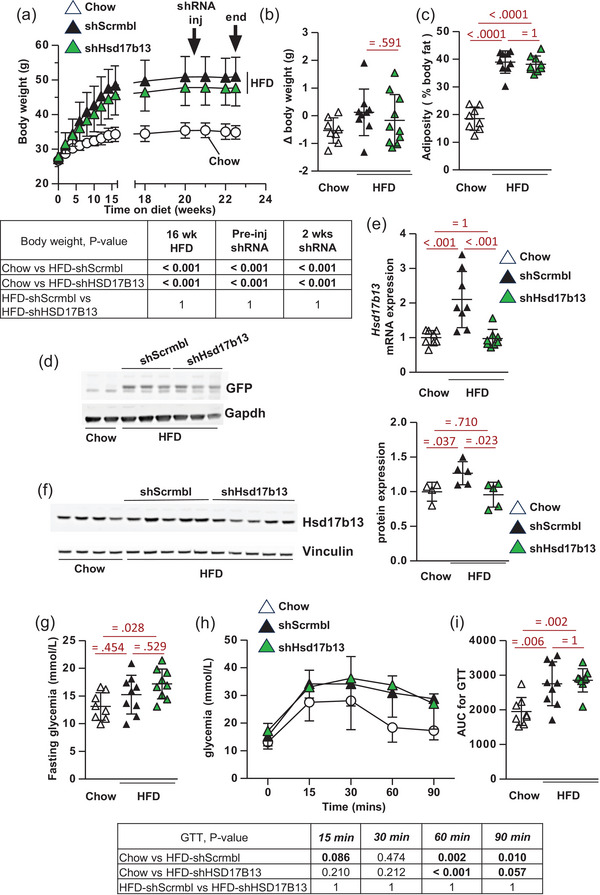
Effect of RNAi‐mediated *Hsd17b13* knockdown on HFD‐induced obesity and glucose homeostasis. (a) Body weights of C57BL/6J mice on HFD (45% kCal fat) or control CHOW diet for 23 weeks. At 21 weeks on HFD, obese mice were randomised for administration of AAV8‐GFP‐*shHsd17b13* or scrambled control shRNA (*shScrmbl*); *n* = 8–9 per group. Change in body weight from 21 to 23 weeks diet (b) and adiposity (% body fat) at week 22 HFD (c) in response to administration of AAV8‐GFP‐shRNA. (d) At 23 weeks, following administration of AAV8‐GFP‐*shHsd17b13* or *shScrmbl*, western blot of GFP in representative mouse liver tissues. (e) *Hsd17b13* gene expression in mouse livers, *n* = 8 per group. (f) Western blot of Hsd17b13 protein expression and vinculin (loading control) in mouse livers and quantification; *n* = 4–5 per group. (g) Fasting (5 h) glycaemia (basal glycaemia from GTT). (h) GTT performed in week 2 post‐treatment with *shHsd17b13* or *shScrmbl*; *n* = 8–9 per group. (i) AUC from GTT for each individual mouse. All data presented as individual data points, means ± SD, and analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests with exact *P*‐values for *post hoc* comparisons between groups (in red or in a table for body weight (a) and GTT (h)). In addition, body weight (a) and GTT (h) have numerous individual data points (*n* > 30), and thus the entire raw dataset is available in Supporting information. In addition, in western blot quantification (f), one‐way ANOVA *P* ≤ 0.05 (HFD‐ *shHsd17b13* vs. HFD‐*shScrmbl*) but required *t*‐test for *P* ≤ 0.05 (HFD‐*shScrmbl* vs. Chow). AUC, area under curve; GTT, glucose tolerance test; HFD, high‐fat diet.

### 3.4 RNAi‐mediated *Hsd17b13* knockdown prevents HFD‐induced MASLD and markers of fibrotic injury

HFD‐induced obesity and glucose intolerance led to steatotic liver characterised by increased number and size of lipid droplets as determined by H&E staining of liver tissues and fluorescent staining of lipid droplets (Figure 4a, b). Strikingly, *Hsd17b13* knockdown substantially decreased the number and size of hepatic lipid droplets in HFD mice. In addition, *shHsd17b13* decreased liver triglycerides by 45% from the elevated level in HFD‐*shScrmbl* and back towards a normal level in CHOW mice (Figure 4c first panel). HFD‐induced liver steatosis was associated with elevated levels of serum ALT and serum FGF21 compared to lean mice (Figure 4c second and third panels). *shHsd17b13* decreased both serum ALT levels and serum FGF21 indicating biomarkers of improved liver health compared to HFD‐*shScrmbl* mice.

**FIGURE 4:**
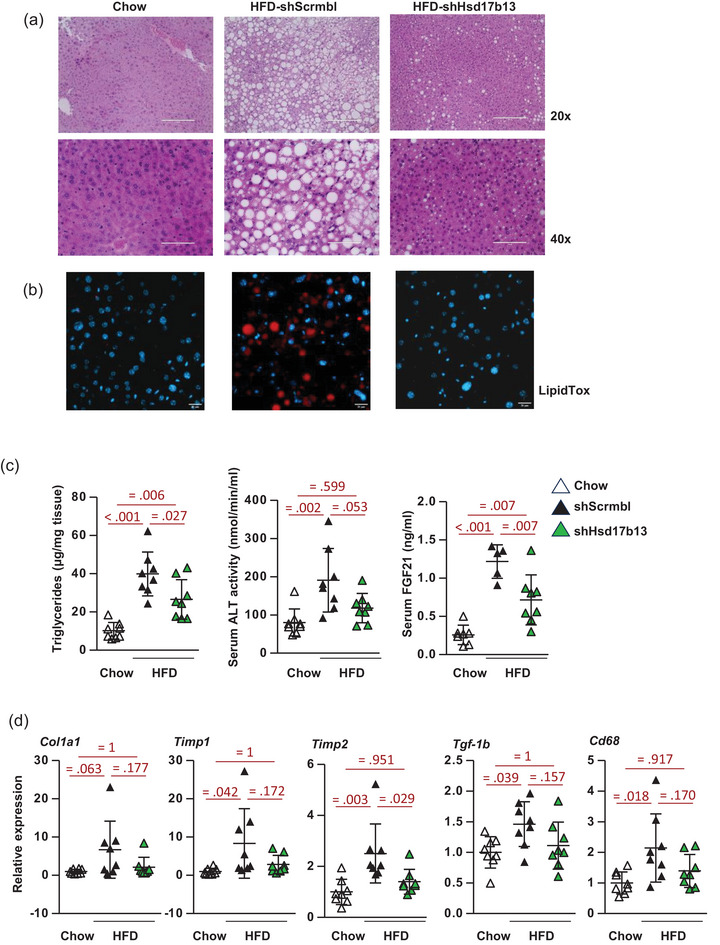
Effect of RNAi‐mediated *Hsd17b13* knockdown on HFD‐induced MASLD. (a, b) H&E staining of representative liver tissues at ×20 and ×40 magnification (a) and fluorescence staining of lipid droplets (b) in C57BL/6J control CHOW diet mice or HFD obese mice treated with *shHsd17b13* or scrambled control (*shScrmbl*). Scale bars are 200 µm (×20) and 100 µm (×40) in H&E images and 20 µm in fluorescence images, respectively. (c) Liver triglyceride levels, serum ALT activity and serum FGF21 levels. (d) Gene expression of fibrosis markers in liver tissue, *Col1a1*, *Col4a1*, tissue inhibitor of metalloproteinases (*Timp*)‐*1* and *Timp2*, *Tgf‐β*‐1 and *Cd*‐*68*. Data in (c, d) are presented as individual data points, means ± SD (*n* = 8 per group), and analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests with exact *P*‐values for *post hoc* comparisons between groups (in red). ALT, alanine aminotransferase; *Cd*, cluster of differentiation; *Col1a1*, collagen type I α1; *Col4a1*, collagen type IV α1; H&E, haematoxylin and eosin; HFD, high‐fat diet; MASLD, metabolic dysfunction‐associated steatotic liver disease; *Tgf‐β*, transforming growth factor β.

Persistent excess lipid accumulation and the progression to MASH are associated with the activation of hepatic stellate cells by TGF‐β which leads to the development of fibrosis by collagens and matrix remodelling by tissue inhibitors of matrix metalloproteinases (Friedman et al., 2018). Similar to the RNA‐seq HFD ± fenretinide study (Figure 1 and GEO number GSE220684), 23 weeks of HFD increased the expression of *Col1a1*, *Timp1*, *Timp2* and *Tgf‐β* (Figure 4d). *Hsd17b13* knockdown significantly decreased the expression of *Timp2* and trended to decrease the expression of *Col1a1*, *Col4a1*, *Timp1* and *Tgf‐β* in HFD mice. Similar changes in the pro‐inflammatory macrophage marker *Cd68* were determined. Thus, *Hsd17b13* knockdown and attenuation of excess hepatic triglycerides storage, appeared to inhibit the development of fibrosis and MASH, via suppressing gene expression alterations associated with hepatic stellate cell activation and a pro‐inflammatory environment.

### 3.5 Increasing or decreasing *Hsd17b13* expression does not affect retinoid transcriptional regulator genes or serum RBP4

HSD17B13 has been reported to have in vitro dehydrogenase activity towards retinol and thus modulate RA levels in cells transfected with *HSD17B13* (Ma, Y. et al., 2019). Thus, we determined whether targets of RA signalling were altered with the *Hsd17b13* knockdown. HFD increased hepatic *Lrat* expression, which is associated with altered retinyl ester dynamics in stellate cells and MASH (Figure 5a) (Molenaar et al., 2020; Saeed et al., 2017). *Hsd17b13* knockdown trended to decrease the expression of *Lrat*. *shHsd17b13* had no effect to alter the expression of nuclear receptors *Rara*, *Rxra*, *Rxrb* or *Rarb*, a classic RA target gene (Figure 5a). HFD increased serum Rbp4 levels in *shScrmbl* control mice compared to chow control and *shHsd17b13* treatment had no effect (Figure 5b). Our previous studies showed that the application of the synthetic retinoid fenretinide can strongly induce RA‐responsive nuclear receptor signalling leading to the upregulation of classic RA‐inducible genes (Mcilroy et al., 2013; Morrice et al., 2017). However, our new results suggest that Hsd17b13 does not modulate RA signalling or retinol homeostasis in vivo. To extend these studies further, we examined the effect of *HSD17B13* overexpression and compared it with RA treatment in cells. Although RA could increase the expression of *CYP26A1* and *RARB*, two classic RA‐inducible genes, *HSD17B13* overexpression had no effect alone or in combination with RA to alter their gene expression (Figure 5c). *HSD17B13* overexpression did increase *RALDH1* expression by >2‐fold (*P *< 0.001 by *t*‐test) as did RA treatment; however, there was no additive or synergistic interaction (by two‐way ANOVA). Our results suggest that HSD17B13 does not play a significant role in modulating RA signalling or retinol homeostasis.

**FIGURE 5:**
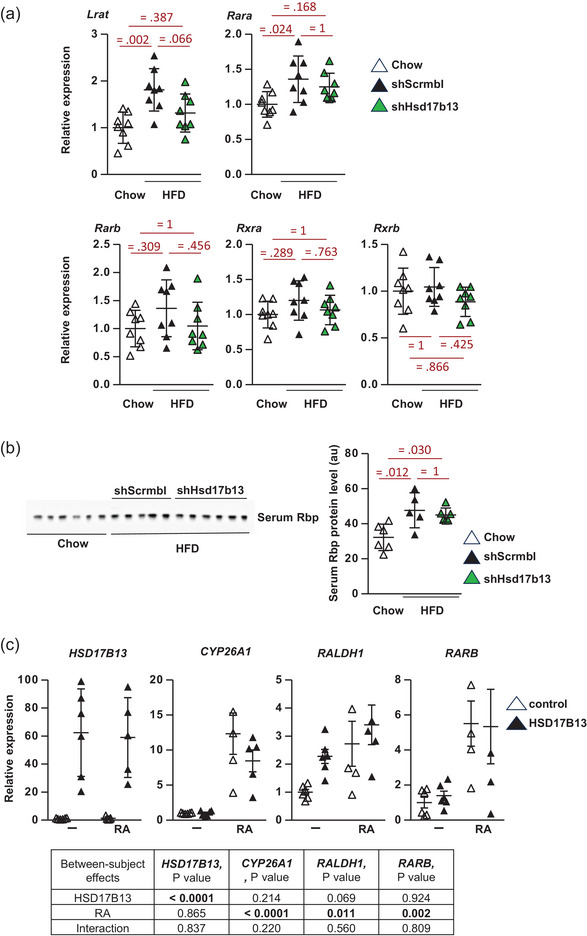
Effect of altered Hsd17b13 levels on retinoid genes and serum Rbp4. (a) Gene expression of hepatic lecithin‐retinol acyltransferase (*Lrat*) and *RA* and *Retinoid X receptors* (*Rar* and *Rxr*) transcription factors (*n* = 8 per group) in C57BL/6J control CHOW diet mice or HFD obese mice treated with *shHsd17b13* or scrambled control (*shScrmbl*). (b) Western blot and quantification of serum Rbp4 levels (*n* = 5–6 per group). Data are presented as individual data points, means ± SD, analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests, with exact *P*‐values (in red) for comparisons between groups. (c) HEK293 cells were transfected with *HSD17B13* or pcDNA3.1 control plasmid to stably express HA‐tagged HSD17B13 and treated with RA (1 µm, 2 h) or DMSO (vehicle control). Gene expression of *HSD17B13* and RA metabolism genes *CYP26A1*, *RALDH1* and *RARB*. Data are presented as individual data points, means ± SD from *n* = 3 biological replicates, and analysed by two‐way ANOVA with exact *P*‐values (in table) for *post hoc* comparisons between groups. RA, retinoic acid.

### 3.6 Changing Hsd17b13 levels alters hepatic lipid and phospholipid metabolism

Dysregulation of a network of hepatic genes involved in fatty acid metabolism in response to over‐nutrition contributes to excess hepatic lipid accumulation and thus MASLD. We hypothesised that the *Hsd17b13* knockdown‐mediated decrease in the steatotic liver may be associated with a rescue of this impairment. HFD increased hepatic expression of PPARα target genes *Cd36*, *Vldlr*, *Crat* and *Mogat1* involved in fatty acid transport and metabolism, and *shHsd17b13* treatment inhibited this induction (Figure 6a). To determine if these gene expression changes were due to acute changes in HSD17B13 protein or linked secondarily to decreased hepatic lipid accumulation next, we examined the effect of increased *Hsd17b13* expression in cells. We also treated cells with an oleate‐rich mixture of fatty acids containing a low proportion of palmitic acid (oleate/palmitate, 2:1 ratio) representing a cellular model of steatosis that mimics benign chronic steatosis with low toxic and apoptotic effects (Gomez‐Lechon et al., 2007; Nolan & Larter, 2009). Increased *HSD17B13* expression increased triglyceride storage in cells (Figure 6b) and increased *CD36* expression without additional fatty acids in both HepG2 and HEK cells (Figure 6c). The fatty acid treatment further increased triglyceride storage in cells with *Hsd17b13* expression but did not change *CD36* expression. LXRs promote hepatic *de novo* lipogenesis and have been linked with HSD17B13 and MASLD (Su et al., 2017).

**FIGURE 6:**
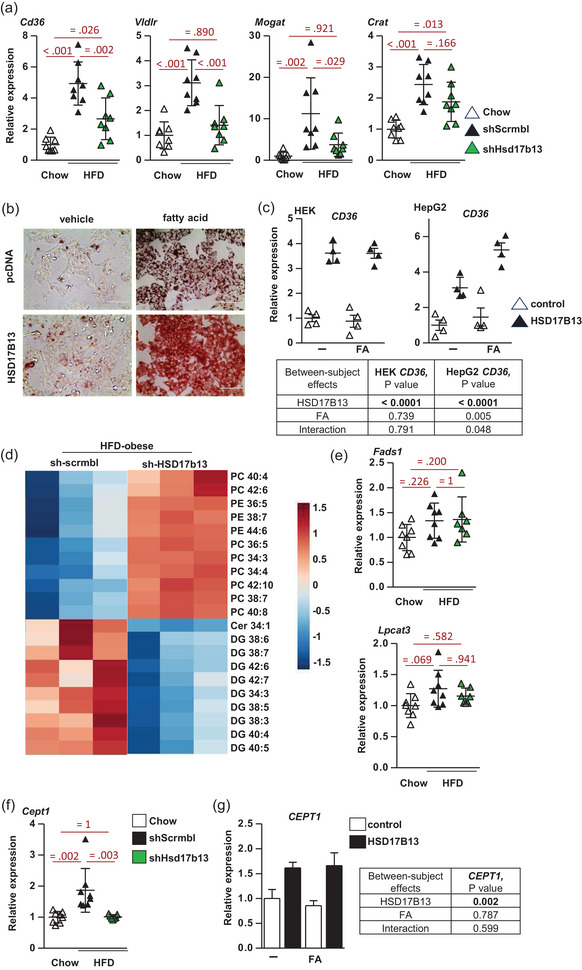
Effect of altered Hsd17b13 levels on lipid and phospholipid metabolism. (a) Gene expression of hepatic lipid metabolism genes (*n* = 8 per group) in C57BL/6J control CHOW diet mice or HFD obese mice treated with *shHsd17b13* or scrambled shRNA (*shScrmbl*). (b) HepG2 cells stably expressing HA‐tagged Hsd17b13 or pcDNA3.1 control plasmid were treated with 1 mM fatty acid (2:1 ratio of oleic and palmitic acid) or methanol (vehicle control). Cells were stained with oil red O. Images are representative of 24 h treatment. Scale bar: 100 µm. (c) Fatty acid translocase *CD36* gene expression in HEK293 and HepG2 cells expressing *HSD17B13* or pcDNA3.1 control and treated with unsaturated/saturated fatty acid mixture (2:1 ratio of oleic acid 0.66 mM and palmitic acid 0.33 mM) or methanol (vehicle control). (d) Lipidomic analysis heatmap of most significant (*P *< 0.05) changes in lipids, enriched in diacylglycerides and phospholipid species in liver tissue from C57BL/6J HFD obese mice treated with *shHsd17b13* or scrambled shRNA (*shScrmbl*); *n* = 3 for each. (e, f) Gene expression of key regulators of phospholipid metabolism (*n* = 8 per group). (g) *CEPT1* (choline–enthanolamine phosphotransferase 1) gene expression in HEK293 cells expressing *HSD17B13* or pcDNA3.1 control and treated with unsaturated/saturated fatty acid mixture (2:1 ratio of 0.66 mM oleic acid and 0.33 mM palmitic acid) or methanol (vehicle control). All data are presented as individual data points, means ± SD. (a, e, f) were analysed by one‐way ANOVA followed by Bonferroni multiple comparison tests with exact *P*‐values for *post hoc* comparisons between groups. (c, g) were analysed by two‐way ANOVA with exact *P*‐values (in table) for *post hoc* comparisons between groups.

Next, we performed a lipidomic analysis of liver tissues to understand the biological function of Hsd17b13 and its role in MASLD. *shHsd17b13* treatment decreased diacylglycerols and increased phospholipids, in particular phosphatidylcholines containing polyunsaturated fatty acids (PUFA) for example, PC 34:3 and PC 42:10 (Figure 6d). We studied the pathway which is responsible for the production of phospholipids and PUFAs. HFD increased the expression of hepatic *Fads1* and *Lpcat3/Mboat5* (*P* = 0.04 by *t*‐test) and *shHsd17b13* treatment did not significantly alter these (Figure 6e). HFD markedly increased hepatic *Cept1* expression and *shHsd17b13* treatment normalised *Cept1* expression in mice (Figure 6f). Choline–ethanolamine phosphotransferase 1 (CEPT1) catalyses the terminal step of the Kennedy pathway and is responsible for PC and phosphatidylethanolamine (PE) production (Gibellini & Smith, 2010). It is also reported to produce the endogenous ligand for PPARα, a transcription factor that is a key regulator of hepatic lipid metabolism genes (Chakravarthy et al., 2009). Increased *HSD17B13* expression in cells increased *CEPT1* expression ± additional fatty acids (Figure 6g). Thus, HSD17B13 appears to be a driver of increased hepatic triglyceride storage and phospholipid remodelling, likely via increased *Cept1* and *Cd36* expression, and may explain at least part of the mechanism of its biological function and role in MASLD.

## 4 DISCUSSION

The multiple overlapping secondary pathologies in response to diet‐induced obesity such as the development of type 2 diabetes, MASLD, atherosclerosis and cardiovascular disease are a global medical burden. Currently, there is only one approved treatment for MASLD or MASH (resmetirom, an oral selective THR‐β agonist) and thus therapies are urgently needed (Sookoian & Pirola, 2024). We have previously reported the beneficial effects of fenretinide to prevent the accumulation of hepatic triglycerides via decreased whole‐body adiposity and associated insulin resistance. Here our novel RNA‐seq study of liver tissue from HFD obese mice ± fenretinide identified major beneficial effects of fenretinide on hepatic gene expression including key drivers of MASLD for example, *Hsd17b13*. Thus, we sought to directly knock down the elevated levels of Hsd17b13 to evaluate its role in driving MASLD and regulation of lipid/phospholipid metabolism.

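Of 13010 genes tested, 100 rose and 142 fell with fenretinide at 20 weeks. Cyp26a1, which encodes an enzyme that degrades retinoic acid, rose from 4.01 ± 0.561 CPM (SD, n = 4 mice) on the HFD to 292 ± 13.0 CPM (SD, n = 4) on FEN-HFD. The elongase gene Elovl5 fell from 1083 ± 350 to 252 ± 68.7 CPM (SD, n = 4 each). Cyp26a1, on chromosome 19 from 37697738 to 37701536, had a log2 fold change of 6.19 (standard error 0.13, adjusted p = 8.78e-09 from edgeR's quasi-likelihood test). Of 11 genes inducible by retinoic acid, 5 rose, among them Cyp26a1, Cyp26b1 and the retinoic acid receptor gene Rarb, and none was lower by edgeR, at an unadjusted p under 0.05, by DESeq2 or by limma-voom. The list had 7 higher members when adjusted over the list alone, and their median log2 fold change was 0.58 (camera, adjusted p = 5.70e-07; adjusted p = 0.188 with an estimated correlation). Of 18 genes of fatty acid synthesis, 6 fell, among them Elovl5, Fads1 and Fads2, and Mlxipl, which encodes the carbohydrate response factor ChREBP, rose. When adjusted over the list alone, 13 were lower and 1 was higher, with a median log2 fold change of -0.97 (camera, adjusted p = 1.52e-07; adjusted p = 0.220 with an estimated correlation). Elovl5, on chromosome 9 from 77917365 to 77984519, had a log2 fold change of -2.10 (standard error 0.27, adjusted p = 0.00827 from edgeR). Of 23 genes of phospholipid and polyunsaturated fatty acid metabolism, Fads1, Fads2, Elovl2 and Elovl5 fell, and none was higher by edgeR, where 2 were higher at an unadjusted p under 0.05 and 1 each by DESeq2 and limma-voom. Lower members numbered 7 and higher members 2 when adjusted over the list alone, with a median log2 fold change of -0.23 (camera, adjusted p = 0.000126; adjusted p = 0.209 with an estimated correlation). Of 18 genes of retinol metabolism, 4 fell, among them Hsd17b13 and the dehydrogenase genes Rdh16 and Rdh9, and none was higher by edgeR, where 1 was higher at an unadjusted p under 0.05 and 1 each by DESeq2 and limma-voom. Of them, 8 were lower and 1 higher when adjusted over the list alone, with a median log2 fold change of -0.26 (camera, adjusted p = 1.39e-05; adjusted p = 0.188 with an estimated correlation). Rdh16 and Rdh9 are close paralogs and their reads are uncertain.
All 242 called genes had the 4 FEN-HFD mice on one side of the 4 HFD mice, as had 12.8% of the genes tested, where chance gives 2.86%. Without FEN-HFD mouse 29, edgeR called 203 genes higher and 221 lower. It called 16 and 20 without FEN-HFD mouse 21, 50 and 63 without mouse 22, 45 and 44 without mouse 24, 23 and 33 without HFD mouse 25, and 59 and 79 without HFD mouse 28. DESeq2 called 415 higher and 586 lower, limma-voom 484 and 644, edgeR with all 16 libraries in 1 fit 254 and 407, and its test for a change of over 1.5-fold 14 and 12. Elovl5 and Cyp26a1 passed with each mouse left out and in the 1.5-fold test, which ended the calls of Fads2 (adjusted p = 0.0618), Rdh9 (0.0618), Cyp26b1 (0.0832), Elovl2 (0.141), Rarb (0.202) and Mlxipl (1). Fads2 and Elovl2 did not pass without FEN-HFD mouse 21 (adjusted p = 0.0545 and 0.0541 from edgeR). Cyp26b1, Rarb and Mlxipl did not pass without FEN-HFD mouse 21 (adjusted p = 0.0629, 0.0692 and 0.0773) or HFD mouse 25 (0.0552, 0.0653 and 0.0633). In FEN-HFD mouse 29, Mlxipl stood at 174 CPM against 149 to 152 CPM in the others.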

HSD17B13 gene/protein expression is upregulated in MASLD and transgenic overexpression of Hsd17b13 promotes rapid lipid accumulation in the liver of mice (Su et al., 2014). However, the traditional gene knockout of *Hsd17b13* challenged with several diets to induce steatotic liver and/or fibrosis did not lead to the hypothesised protective phenotype (Ma et al., 2021). Our RNAi therapeutic approach, to suppress *Hsd17b13* levels in adult mice with existing HFD‐induced liver steatosis to decrease hepatic triglyceride storage is a translational approach to investigate the role of Hsd17b13 in MASLD. This RNAi knockdown strategy has been taken by pharma/biotech companies in ongoing clinical trials, for example, Alnylam Pharmaceuticals and Arrowhead Pharmaceuticals (Amangurbanova et al., 2023). Possible explanations for the discrepancy between the phenotype of mouse genetic knockout and the RNAi knockdown approach are if the Hsd17b13 protein affects other proteins in a mechanism independent of its enzymatic activity or total loss of Hsd17b13 activity is compensated for by another protein/pathway.

Su and co‐workers (Su et al., 2022) reported that Hsd17b13 interacts with ATGL on lipid droplets to regulate lipolysis in response to cAMP–protein kinase A (PKA) signalling, a mechanism that resembles a role played by Plin5 (Keenan et al., 2021). Thereby, both Hsd17b13 and Plin5 have been shown to be phosphorylated leading to an increase in ATGL‐mediated lipolysis. While this may be beneficial for MASLD, increased hepatic cAMP–PKA signalling is also associated with excess endogenous glucose production via gluconeogenesis in obesity and type 2 diabetes (Yang & Yang, 2016). Thus, it is not clear if this signalling network can be delineated sufficiently to facilitate targeting for the treatment of metabolic diseases. Recently, the X‐ray crystal structure of HSD17B13 has provided insights into a mechanism for association with the lipid droplet and interaction with ATGL or other potential binding partners (Liu et al., 2023). The findings suggest that HSD17B13 may have an important scaffold function at the lipid droplet.

Distinct changes occur in the liver lipidome with MASLD (McGlinchey et al., 2022; Ooi et al., 2021; Velenosi et al., 2022). Moreover, many genes involved in hepatic PUFA and phospholipid metabolism are important in the formation of biologically important lipids and are linked to metabolic disease by human GWAS and mouse knockout studies, for example, *FADS1*, *ELOVL5*, *LPCAT3*, *MBOAT7*, *CEPT1*, *PLA2G4A*/*cPLA2α*, *PLA2G6*/*iPLA2β*, *PTGDS* and *PTGES* (Jalil et al., 2019; Zhang et al., 2016). The expression of these genes is also altered by dysregulation of a network of transcription factors such as PPARα, LXR and Sterol regulatory element‐binding protein (SREBP). Our lipidomics data suggests that HSD17B13 plays a role in hepatic triglyceride and phospholipid remodelling, whereby knockdown promoted an increase in PCs containing PUFAs, for example, PC 34:3 and PC 42:10. Studies of the human genetic variants of *HSD17B13* (protective against severe liver disease) have reported an increase in phospholipids including PC 34:3 (Luukkonen et al., 2020). *shHsd17b13* knockdown normalised liver *Cept1* expression in mice, and increased *HSD17B13* expression in cells led to increased *Cept1* expression. These results suggest that HSD17B13 may regulate phospholipid metabolism and may explain at least part of the mechanism of its biological function and role in MASLD.

Several human GWAS have identified gene variants in *HSD17B13* which generate loss‐of‐function proteins that associate primarily with protection from the severity of MASLD and fibrosis, that is, progression to MASH (Abul‐Husn et al., 2018; Anstee et al., 2020; Luukkonen et al., 2020; Ma et al., 2019; Zhang et al., 2022). In agreement with our in vivo data, mouse models have shown that inhibition/knockdown of *Hsd17b13* protects against both hepatic triglyceride accumulation and fibrosis (Luukkonen et al., 2023; Su et al., 2022; Wang et al., 2022). It is well known that feeding mice with special research diets leads to a heterogeneous metabolic and liver disease phenotype that is time‐dependent and ranges from simple steatosis to more severe cases of steatohepatitis, fibrosis, and expression of fibrosis and inflammatory markers (Clapper et al., 2013; Loft et al., 2021; Vacca et al., 2024). We did not utilise a specific MASH diet (e.g. GAN diet or choline‐deficient HFD) to induce fibrosis or inflammation since these tend to suppress weight gain and adiposity, the primary drivers of MASLD. Moreover, the reciprocal regulation of *Hsd17b13* expression and fibrosis markers was associated with simple HFD‐induced obesity ± beneficial effects of fenretinide (Figure 1 and 2, GEO number GSE220684).

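Beyond the collagens, Lum fell with fenretinide at 20 weeks. Lum encodes lumican, a proteoglycan that binds collagen fibrils, and had 16.4 ± 4.25 CPM (SD, n = 4 mice) on the HFD and 6.39 ± 1.66 CPM (SD, n = 4) on FEN-HFD. It lies on chromosome 10 from 97565501 to 97572703, and its log2 fold change was -1.39 (standard error 0.22, adjusted p = 0.0179 from edgeR's quasi-likelihood test). Of 29 genes of fibrosis and extracellular matrix, Lum and Col15a1 fell and none was higher by edgeR, at an unadjusted p under 0.05, by DESeq2 or by limma-voom. Lower members numbered 12 at an unadjusted p under 0.05, 8 by DESeq2, 15 by limma-voom and 5 when adjusted over the list alone. The median log2 fold change of the list was -0.56 (camera, adjusted p = 4.37e-06; adjusted p = 0.526 with an estimated correlation). Markers of hepatic stellate cells, which make matrix, were not called (camera, adjusted p = 0.874). In FEN-HFD mouse 29, Lum stood at 8.86 CPM, against 5.37 to 5.76 CPM in the other FEN-HFD mice. Lum did not pass without FEN-HFD mouse 21 (adjusted p = 0.0807), 22 (0.0573) or 24 (0.0627) or HFD mouse 25 (0.0552), in a range over its alternatives from 6.98e-07 to 0.149.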

We determined that *shHsd17b13* knockdown repressed hepatic fatty acid transporter *Cd36* expression in mice, and reciprocally, increased *HSD17B13* expression in cells led to increased *Cd36* expression. Hepatocyte CD36 plays a major role in driving *de novo* lipogenesis and in the development of MASLD (Koonen et al., 2007; Rada et al., 2020; Wilson et al., 2016). Thus, HSD17B13 may play a role in the regulation of key transcription factors (such as PPARa, LXR and SREBP) which coordinate the expression of hepatic lipid homeostasis genes in response to physiological signals.

These data provide strong evidence for the important role of HSD17B13 in driving MASLD via the regulation of hepatic triglyceride storage and phospholipid metabolism. Importantly, this beneficial effect is present without an effect on body weight, adiposity or glucose homeostasis suggesting that directly targeting HSD17B13 is superior to the use of fenretinide, which has diverse mechanisms of action. In addition, treating MASLD may prevent the development of fibrosis/MASH and create an opportunity to clinically treat these without the need to treat co‐morbidities of obesity, type‐2 diabetes and cardiovascular diseases. Thus, the translation potential of targeting HSD17B13 for MASLD/MASH is strong (Amangurbanova et al., 2023; Zhang et al., 2022).

## AUTHOR CONTRIBUTIONS

George D. Mcilroy and Nimesh Mody conceived and designed research; Shehroz Mahmood, Nicola Morrice, Dawn Thompson, Sara Milanizadeh, Sophie Wilson and Philip D. Whitfield performed experiments and analysed data; Justin J. Rochford and Nimesh Mody interpreted results of experiments; Shehroz Mahmood, Sara Milanizadeh, Sophie Wilson, Dawn Thompson and Philip D. Whitfield prepared figures; Shehroz Mahmood drafted the manuscript and Nimesh Mody edited and revised the manuscript. All authors have read and approved the final version of this manuscript and agree to be accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved. All persons designated as authors qualify for authorship, and all those who qualify for authorship are listed.

## CONFLICT OF INTEREST

None declared.

## Supporting information

Body weight and GTT time course, entire raw dataset (related to Fig. 3)

## Data Availability

The data that supports the findings of this study will be made available upon reasonable request. Hepatic RNA‐seq data generated in this study (HFD ± fenretinide, 20 weeks in C57BL/6J mice) has been deposited in the NCBI Gene Expression Omnibus (GEO) database accession number GSE220684.

# Supplementary material for: Hydroxysteroid 17β‐dehydrogenase 13 (Hsd17b13) knockdown attenuates liver steatosis in high‐fat diet obese mice
**Source:** Exp Physiol. 2025 Feb 27;110(8):1071–86. doi: 10.1113/EP092535
**Supplement:** Supplementary file 1 — Body weight and GTT time course, entire raw dataset (related to Fig. 3)

| Age          |             | 4             | 5             | 6             | 7             | 8             | 9             | 10            |
|--------------|-------------|---------------|---------------|---------------|---------------|---------------|---------------|---------------|
| Weeks on HFD |             | 0             | 0             | 0             | 0             | 0             | 0             | 0             |
| group        | Ear clip ID | Weight 130120 | Weight 160120 | Weight 200120 | Weight 230120 | Weight 300120 | Weight 060220 | Weight 130220 |
| Chow         | 1-NM        | 13            | 16            | 22            | 21            | 22            | 24            | 25            |
|              | 1-TL        | 16            | 18            | 20            | 22            | 24            | 25            | 26            |
|              | 1-TR        | 14            | 16            | 20            | 22            | 24            | 26            | 27            |
|              | 1-BR        | 14            | 16            | 18            | 19            | 21            | 23            | 24            |
|              | 2-NM        | 13            | 16            | 19            | 21            | 23            | 24            | 26            |
|              | 2-TR        | 14            | 15            | 19            | 23            | 23            | 25            | 28            |
|              | 2-TL        | 13            | 16            | 20            | 22            | 23            | 25            | 27            |
|              | 2-BR        | 17            | 20            | 22            | 23            | 24            | 25            | 26            |
| HFD          | 3-NM        | 13            | 16            | 19            | 20            | 22            | 23            | 25            |
|              | 3-TR        | 14            | 17            | 20            | 21            | 22            | 24            | 24            |
|              | 3-TL        | 15            | 19            | 22            | 23            | 25            | 27            | 29            |
|              | 3-BL        | 11            | 14            | 16            | 17            | 20            | 22            | 24            |
|              | 4-NM        | 12            | 15            | 18            | 19            | 21            | 23            | 24            |
|              | 4-TR        | 13            | 16            | 20            | 21            | 25            | 26            | 28            |
|              | 4-TL        | 14            | 16            | 19            | 19            | 21            | 22            | 24            |
|              | 4-BR        | 15            | 18            | 21            | 23            | 25            | 26            | 27            |
|              | 4-BL        | 14            | 17            | 20            | 21            | 24            | 26            | 28            |
|              | 5-NM        | 18            | 20            | 22            | 23            | 24            | 25            | 26            |
|              | 5-TR        | 12            | 15            | 19            | 20            | 23            | 24            | 24            |
|              | 5-TL        | 13            | 16            | 20            | 21            | 23            | 24            | 25            |
|              | 5-BR        | 14            | 17            | 22            | 23            | 25            | 27            | 28            |
|              | 5-BL        | 12            | 18            | 22            | 22            | 24            | 26            | 27            |
|              | 6-NM        | 15            | 17            | 20            | 21            | 22            | 23            | 25            |
|              | 6-TR        | 14            | 15            | 18            | 20            | 23            | 25            | 27            |
|              | 6-TL        | 14            | 17            | 19            | 21            | 23            | 24            | 27            |
|              | 6-BR        | 14            | 18            | 21            | 21            | 23            | 24            | 26            |
|              | 6-BL        | 15            | 17            | 21            | 22            | 25            | 26            | 28            |

| 11                                       | 12               | 13               | 14               | 15               | 16               | 17               | 18               | 19               |
|------------------------------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|
| Weeks on<br>HFD                          | 0                | 1                | 2                | 3                | 4                | 5                | 6                | 7                |
| Weight<br>170220                         | Weight<br>170220 | Weight<br>240220 | Weight<br>020320 | Weight<br>090320 | Weight<br>160320 | Weight<br>240320 | Weight<br>310320 | Weight<br>070420 |
|                                          | 26               | 26               | 27               | 28               | 29               | 29.1             | 29.4             | 29.9             |
|                                          | 27               | 29               | 29               | 30               | 31               | 32.2             | 31.9             | 31.9             |
|                                          | 28               | 29               | 30               | 31               | 31               | 32.4             | 32.5             | 33.3             |
|                                          | 25               | 27               | 28               | 29               | 30               | 30.8             | 31.2             | 30.9             |
|                                          | 26               | 27               | 28               | 29               | 29               | 29.3             | 29.6             | 29.7             |
|                                          | 29               | 29               | 30               | 32               | 32               | 32.5             | 33               | 32.9             |
|                                          | 27               | 29               | 29               | 30               | 30               | 30               | 30.1             | 30               |
|                                          | 26               | 28               | 29               | 30               | 30               | 30.6             | 30.7             | 31.6             |
| H<br>F<br>D<br><br>S<br>t<br>a<br>r<br>t | 26               | 30               | 31               | 35               | 36               | 37.02            | 38.4             | 41.3             |
|                                          | 25               | 27               | 27               | 30               | 30               | 30.1             | 31.2             | 32.4             |
|                                          | 29               | 33               | 34               | 37               | 37               | 38.1             | 40               | 39.8             |
|                                          | 26               | 28               | 28               | 31               | 32               | 33.4             | 34.8             | 36.2             |
|                                          | 26               | 27               | 28               | 29               | 30               | 31               | 31.9             | 33.8             |
|                                          | 29               | 32               | 34               | 36               | 38               | 39.8             | 41.6             | 42.9             |
|                                          | 25               | 27               | 28               | 30               | 31               | 31.3             | 33.2             | 34.6             |
|                                          | 29               | 33               | 35               | 37               | 38               | 38.2             | 40.1             | 41.7             |
|                                          | 29               | 32               | 34               | 36               | 37               | 37.7             | 39.2             | 41               |
|                                          | 27               | 31               | 34               | 34               | 34               | 32.1             | 33.6             | 33.3             |
|                                          | 27               | 28               | 30               | 32               | 34               | 35               | 36.4             | 37.3             |
|                                          | 27               | 29               | 30               | 33               | 34               | 34               | 36.3             | 37.9             |
|                                          | 30               | 31               | 32               | 34               | 35               | 35.2             | 37.4             | 37.7             |
|                                          | 29               | 29               | 29               | 29               | 30               | 30.7             | 31.8             | 31.8             |
|                                          | 26               | 28               | 28               | 29               | 31               | 33.8             | 35.4             | 36               |
|                                          | 29               | 31               | 32               | 33               | 34               | 34.7             | 36.5             | 38.5             |
|                                          | 27               | 29               | 30               | 31               | 33               | 34.3             | 36               | 37.2             |
|                                          | 27               | 29               | 31               | 33               | 34               | 37.6             | 40.4             | 41.8             |
|                                          | 30               | 34               | 39               | 42               | 44               | 47.3             | 50.6             | 51.1             |

| 20               | 21               | 22               | 23               | 24               | 25               | 26               | 27               | 28               |
|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|
| 8                | 9                | 10               | 11               | 12               | 13               | 14               | 15               | 16               |
| Weight<br>140420 | Weight<br>210420 | Weight<br>280420 | Weight<br>050520 | Weight<br>120520 | Weight<br>190520 | Weight<br>260520 | Weight<br>020620 | Weight<br>090620 |
| 30.4             | 31.1             | 32.1             | 32               | 32.6             | 32.3             | 32.6             | 32.99            | 33.52            |
| 32.4             | 32.4             | 32.9             | 32.6             | 32.9             | 32.5             | 33.3             | 33.78            | 33.29            |
| 33.5             | 34.3             | 34.6             | 35.2             | 35.6             | 35.2             | 35.8             | 37.25            | 36.13            |
| 31.2             | 31.2             | 31.1             | 30.9             | 30.9             | 31.4             | 31.7             | 31.95            | 32.1             |
| 30.3             | 30.4             | 30.8             | 30.9             | 30.9             | 31.3             | 31.6             | 31.84            | 31.97            |
| 33.5             | 34.1             | 34               | 35.1             | 35.6             | 35.8             | 35.9             | 36.15            | 35.68            |
| 30.8             | 30.4             | 31               | 31               | 31               | 31.6             | 31.8             | 32.7             | 32.15            |
| 32.1             | 32.7             | 32.9             | 33.4             | 34.2             | 34.8             | 34.7             | 35.54            | 34.93            |
| 43.4             | 43.8             | 44               | 44.5             | 47.7             | 48.7             | 49.3             | 50.27            | 49.71            |
| 32.7             | 34               | 35.4             | 35.1             | 36.5             | 37.3             | 37.3             | 37.74            | 37.42            |
| 41               | 41               | 40.4             | 40.6             | 41.3             | 43.7             | 48.1             | 50.58            | 52.18            |
| 37.3             | 37.6             | 38.4             | 37.6             | 38.6             | 39.6             | 40.4             | 41.04            | 40.14            |
| 35               | 36.9             | 37.2             | 37               | 39.17            | 38.7             | 40.3             | 41.42            | 41.1             |
| 45               | 46.1             | 46.9             | 47.3             | 48.53            | 48.4             | 49.8             | 50.64            | 50.73            |
| 36.1             | 37.5             | 37.3             | 37.5             | 39.65            | 39.5             | 42               | 43.24            | 43.59            |
| 44.1             | 46               | 47.3             | 48.5             | 50.61            | 50.6             | 52.6             | 52.43            | 52.57            |
| 42.8             | 43.9             | 45               | 45.2             | 47.25            | 47.3             | 49.3             | 50               | 50.14            |
| 33.5             | 34.2             | 34.6             | 35               | 36.84            | 35.9             | 36.1             | 36.78            | 36.42            |
| 37.5             | 38.8             | 39.2             | 39               | 40.84            | 40.9             | 41.4             | 41.36            | 43.58            |
| 40.2             | 41.5             | 43.3             | 45               | 45.41            | 45.7             | 45.9             | 47.07            | 47.86            |
| 38.7             | 40.4             | 40.7             | 42               | 43.23            | 43.8             | 44.4             | 46.45            | 46.73            |
| 32.6             | 33               | 33.7             | 34.3             | 35.86            | 36.4             | 36.7             | 37.92            | 37.6             |
| 37               | 38               | 39.5             | 39.4             | 41.1             | 41.9             | 43.7             | 44.5             | 44.4             |
| 41               | 42.1             | 43.8             | 45.5             | 46.65            | 47.8             | 48.5             | 49.6             | 49.43            |
| 38.8             | 39.8             | 41.9             | 42.6             | 42.65            | 44.1             | 45.8             | 47.73            | 47.01            |
| 44.1             | 46.8             | 47.8             | 47.7             | 49.25            | 49.8             | 50.4             | 50.3             | 49.99            |
| 52.3             | 53.6             | 53.7             | 53.6             | 54.1             | 55.2             | 56               | 55.99            | 55.18            |

| 29               | 30               | 31               | 32               | 33               |                        |              | 34               |                          |
|------------------|------------------|------------------|------------------|------------------|------------------------|--------------|------------------|--------------------------|
| 17               | 18               | 19               | 20               | 21               |                        |              | 22               |                          |
| Weight<br>160620 | Weight<br>230620 | Weight<br>300620 | Weight<br>070720 | Weight<br>140720 | 170720                 |              | Weight<br>210720 | Echo<br>weight<br>240720 |
| 34.37            | 35.19            | 35.16            | 35.7             | 36.33            | Injections (AAV-shRNA) | Chow         | 35.95            | 36.16                    |
| 34.14            | 34               | 34.39            | 34.61            | 35.69            |                        |              | 35.21            | 35.2                     |
| 37.07            | 36.96            | 37.86            | 37.91            | 38.55            |                        |              | 38.64            | 39.09                    |
| 32.69            | 32.16            | 32.15            | 32.2             | 32.7             |                        |              | 33.37            | 33.66                    |
| 31.79            | 31.9             | 32.81            | 33.55            | 33.48            |                        |              | 33.35            | 33.74                    |
| 36.38            | 36.56            | 36.37            | 37.24            | 37.11            |                        |              | 37.35            | 37.53                    |
| 31.91            | 32.03            | 31.28            | 32.27            | 32.54            |                        |              | 32.95            | 32.22                    |
| 36.03            | 35.95            | 35.87            | 36.84            | 36.87            |                        |              | 36.96            | 36.73                    |
| 51.12            | 51.72            | 51.67            | 51.73            | 51.52            |                        | HFD-shscrmbl | 51.45            | 51.33                    |
| 38.39            | 38.71            | 39.32            | 39.93            | 41.63            |                        |              | 41.5             | 42.3                     |
| 53.11            | 54.31            | 55.27            | 55.7             | 55.61            |                        |              | 54.96            | 55.69                    |
| 40.82            | 39.34            | 40.69            | 41.13            | 41.5             |                        |              | 41.95            | 43.07                    |
| 42.43            | 43.43            | 43.66            | 45.03            | 45.53            |                        | HFD-sh2      | 44.81            | 45.2                     |
| 50.9             | 49.9             | 50.11            | 49.8             | 50.36            |                        |              | 51.46            | 51.26                    |
| 45.13            | 45.9             | 46.77            | 42.53            | 47.78            |                        |              | 48.39            | 48.53                    |
| 53.48            | 53.87            | 54.41            | 55.71            | 55.64            |                        |              | 55.39            | 56.67                    |
| 51.02            | 50.75            | 51.24            | 51.39            | 52.26            |                        |              | 52.19            | 51.83                    |
| 36.68            | 36.96            | 38.02            | 39.03            | 39.62            |                        | HFD-sh2      | 39.82            | 40.22                    |
| 44.79            | 44.73            | 45.62            | 47.51            | 48.05            |                        |              | 47.01            | 47.46                    |
| 47.86            | 48.58            | 49.67            | 50.12            | 50.27            |                        |              | 49.79            | 50.06                    |
| 47.94            | 48.48            | 48.98            | 49.78            | 50.46            |                        |              | 49.95            | 51.11                    |
| 38.66            | 38.78            | 39.42            | 40.7             | 40.8             |                        | HFD-shscrmbl | 41.53            | 42.17                    |
| 46               | 46.71            | 48.71            | 48.65            | 49.39            |                        |              | 49.77            | 49.72                    |
| 50.93            | 52.29            | 52.2             | 53.11            | 53.71            |                        |              | 54.37            | 54.25                    |
| 49.34            | 49.91            | 50.65            | 51.38            | 52.3             |                        |              | 52.44            | 52.82                    |
| 50.99            | 50.91            | 51.55            | 52.72            | 52.86            |                        |              | 52.58            | 52.14                    |
| 55.33            | 56.85            | 57.13            | 58.27            | 59.21            |                        |              | 59.17            | 59.27                    |

|                       |                          |                                  |
|-----------------------|--------------------------|----------------------------------|
|                       | 35                       |                                  |
|                       | 23                       |                                  |
| <b>GTT<br/>Weight</b> | <b>Weight<br/>280720</b> | <b>End<br/>Weight<br/>310720</b> |
| 35.9                  | 35.32                    | 35.98                            |
| 35.11                 | 35.13                    | 34.43                            |
| 37.73                 | 38.75                    | 37.57                            |
| 32.49                 | 32.98                    | 32.65                            |
| 32.75                 | 32.53                    | 32.99                            |
| 36.64                 | 37.07                    | 36.45                            |
| 32.01                 | 32.72                    | 32.67                            |
| 36.03                 | 36.09                    | 36.25                            |
| 50.93                 | 51.2                     | 50.21                            |
| 42.34                 | 41.62                    | 41.51                            |
| 55.66                 | 55.34                    | 55.76                            |
| 42.7                  | 42.5                     | 43.41                            |
| 48.51                 | 44.54                    | 44.38                            |
| 50.46                 | 51.11                    | 50.98                            |
| 46.21                 | 47.38                    | 48.73                            |
| 55.37                 | 55.42                    | 55.7                             |
| 44.39                 | 51.46                    | 51.3                             |
| 39.94                 | 40.16                    | 38.59                            |
| 46.22                 | 46.47                    | 47.28                            |
| 49.06                 | 49.73                    | 49.88                            |
| 49.59                 | 49.8                     | 49.91                            |
| 41.65                 | 42.13                    | 42.35                            |
| 49.87                 | 49.25                    | 49.43                            |
| 54.74                 | 53.34                    | 53.84                            |
| 52.48                 | 52.33                    | 52.74                            |
| 52.49                 | 52.26                    | 53.08                            |
| 58.7                  | 58.7                     | 58.85                            |

| Blood Glucose<br>(mg/ml) | Time (mins) |      |      |       |      |      |
|--------------------------|-------------|------|------|-------|------|------|
|                          | ear clip/ID | 0    | 15   | 30    | 60   | 90   |
| Chow                     | 1-TL        | 14.6 | 20.3 | 27.7  | 18.9 | 16.4 |
| Chow                     | 2-NM        | 16.6 | 29.8 | 41.3  | 30.3 | 22.6 |
| sh2                      | 4-TL        | 16.6 | 27.7 | 42    | 32.8 | 27.4 |
| shscr                    | 3-TR        | 20.9 | 36.3 | 42    | 36.8 | 42   |
| shscr                    | 6-TL        | 18.1 | 34.5 | 42    | 42   | 42   |
| sh2                      | 5-BR        | 17.9 | 36   | 35.5  | 35.8 | 33.6 |
| Chow                     | 1-BR        | 13.2 | 31.3 | 14.2  | 19.2 | 19.1 |
| Chow                     | 2-TL        | 11.2 | 37.1 | 22.1  | 14.2 | 16.2 |
| sh2                      | 4-NM        | 13.1 | 36.8 | 42    | 31.8 | 24.1 |
| sh2                      | 4-TR        | 21.4 | 39.2 | 42    | 40.6 | 31.2 |
| sh2                      | 4-BL        | 19.2 | 28   | 37.2  | 30.8 | 28.6 |
| sh2                      | 5-NM        | 19.8 | 31.3 | 37.5  | 34.8 | 25.9 |
| Chow                     | 1-NM        | 16.2 | 34.8 | 34.7  | 17.9 | 18.2 |
| shscr                    | 6-NM        | 13.3 | 26.1 | 20.73 | 16.6 | 17.3 |
| shscr                    | 6-TR        | 11.3 | 32.8 | 32.1  | 29.6 | 27.5 |
| sh2                      | 5-BL        | 16.9 | 22.9 | 17.9  | 28.9 | 23.6 |
| sh2                      | 4-BR        | 14.4 | 33.5 | 42    | 32.8 | 25.3 |
| Chow                     | 2-TR        | 20.9 | 24.6 | 25.2  | 13.1 | 11.4 |
| shscr                    | 3-BL        | 9.9  | 37.4 | 32.5  | 24.3 | 15.2 |
| sh2                      | 5-TR        | 15.2 | 42   | 30.7  | 34.9 | 23.6 |
| sh2                      | 5-TL        | 14.7 | 30.7 | 31.8  | 21.2 | 16   |
| Chow                     | 1-TR        | 9.9  | 19.1 | 42    | 17.8 | 19.6 |
| shscr                    | 6-BR        | 13.7 | 39.1 | 26.4  | 35.9 | 28.8 |
| shscr                    | 3-NM        | 15.9 | 28.2 | 42    | 29   | 28.7 |
| shscr                    | 6-BL        | 16.6 | 31.2 | 28.5  | 22.7 | 16.6 |

|              |             |      |      |      |      |      |
|--------------|-------------|------|------|------|------|------|
| <b>Chow</b>  | <b>2-BR</b> | 12.3 | 23.1 | 17.4 | 15.7 | 14.9 |
| <b>shscr</b> | <b>3-TL</b> | 17.4 | 42   | 42   | 42   | 42   |

|         |                                |  |               |           |                    |               |
|---------|--------------------------------|--|---------------|-----------|--------------------|---------------|
|         |                                |  | <b>15</b>     | <b>30</b> | <b>60</b>          | <b>90</b>     |
| t-tests | Chow vs HFD-shScrmbl           |  | <b>0.0354</b> | 0.1929    | <b>0.0032</b>      | <b>0.0006</b> |
|         | Chow vs HFD-shHSD17B13         |  | 0.0924        | 0.0861    | <b>&lt; 0.0001</b> | <b>0.0126</b> |
|         | HFD-shScrmbl vs HFD-shHSD17B13 |  | 0.5941        | 0.6526    | 0.6454             | 0.4629        |

How the deposited data were processed for this re-analysis (not part of the article)

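Liver RNA was measured in 16 male mice, 4 on an HFD and 4 on FEN-HFD for 20 weeks and as many on each diet for 7 days. Conditions and mouse numbers were taken from the sample labels. No mouse number was shared between groups, so no paired test was made. As deposited by the authors, the values are raw read counts per gene symbol, made from reads that were filtered with FASTQ Toolkit v2.0.0 and aligned to mm10 with STAR 2.0, with no normalization. The paper's methods name DESeq2 with default settings, and the sample labels give its version as 1.6. The paper's text does not name the program, gene annotation or strand setting used for counting. Among 23420 genes there were 2 repeated symbols, 27 symbols that had been turned into dates, 5217 genes with no count in any library and 0 mitochondrially encoded genes. Total counts ran from 19218230 to 32546829 per library.

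Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and groups were compared with glmQLFit and glmQLFTest with robust=TRUE. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called higher or lower. The comparisons were FEN-HFD against HFD at 20 weeks (13010 genes tested) and at 7 days (13157 genes), HFD at 20 weeks against HFD at 7 days (13255 genes), and the difference between the 20-week and 7-day effects of fenretinide, from a fit of all 16 libraries (13387 genes). The 20-week and 7-day mice were separate cohorts, so that duration, age and cohort cannot be separated. CPM were scaled by TMM within each comparison, so that the same mice can have different CPM in 2 comparisons, and gene positions were taken from the RefSeq annotation of mm10. With 4 mice per group, edgeR recovered 77% of simulated changes of 2-fold and 97% of those of 4-fold at the depth of the 20-week libraries, and 3.33% of its 180 calls were false. On the same simulated data, 20.6% of the calls by DESeq2 and 4.52% of those by limma-voom were false. In this simulation 100 genes changed 2-fold and 100 changed 4-fold. The shares belong to these settings and do not measure the errors of calls on the real libraries.

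The tests, the alternatives, 45 gene lists and the rule for the genes to be named were fixed before the data were examined, when the values printed in the paper's figures had been seen. Named genes are those the paper names, up to 12 genes per direction with the largest fold changes among called genes with a mean of at least 5 CPM and no overlap between groups (6 per direction for the difference between times), and the 4 members of each list with the smallest p. Of 713 listed symbols, 695 were found, 10 of them by a synonym. Lists with at least 5 measured members were compared with all other genes by camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a correlation between genes preset at 0.01, and adjusted over the lists of a comparison. The alternatives were DESeq2 1.42.0, limma-voom with quality weights, RLE or upper-quartile factors, no filter other than at least 1 count, at least 10 counts in every library, all 16 libraries in 1 fit, edgeR's test for a change of over 1.5-fold (glmTreat), each mouse left out in turn, and for lists an estimated correlation and fry. DESeq2 with shrunken folds, and the removal of Rn45s and Lars2, were added after the data had been seen. Lean control livers, qPCR, protein, knockdown and cell culture data were not analysed here.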

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

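The removal of Rn45s and Lars2 from mouse 29's library was chosen after the results were seen. So was the test of single mice on the list of Mup genes. After their values were seen, the readings of that removal and of the test on the sum of Mup genes were changed from verdicts to open ones. So was the reading of the splits for the difference between times.

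In FEN-HFD mouse 29 at 20 weeks, Rn45s held 53.1% and Lars2 4.36% of the counts, and the mouse was apart from the other 3 of its group in 6 of the 11 gene groups with such a mouse, of 140 tested, where chance gives about 1 in 20. Lower depth is argued against, since the median absolute deviation of its log2 CPM from its group was 0.318 when all libraries were thinned to the depth that mouse 29 had outside Rn45s and Lars2, above the highest of the other 15 libraries (0.248). Incomplete removal of ribosomal RNA alone stays open, since leaving out Rn45s and Lars2 hardly moved the deviation (0.322 with them and 0.326 without) and so decides nothing. A trend with transcript length is argued against by its correlation across genes of 0.0632, within the range of the others (-0.248 to 0.180). The cause stays open, and no biological explanation was tested.

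The 6 genes in which mouse 29 was apart were Mogat1 at 1.31 CPM (others 2.60 to 2.81), Vldlr at 5.84 CPM (2.37 to 2.64), Mlxipl at 174 CPM (149 to 152), Col1a1 at 16.4 CPM (2.79 to 4.21), Col12a1 at 2.72 CPM (4.43 to 4.59) and Lum at 8.86 CPM (5.37 to 5.76). FEN-HFD mouse 22 was apart in Cyp39a1 (5.76 CPM, others 3.02 to 3.46) and FEN-HFD mouse 24 in Meg3 (6.91 CPM, others 4.11 to 4.53). HFD mouse 28 was apart in Fads1 (530 CPM, others 411 to 424), and HFD mouse 25 in Elovl2 (562 CPM, others 465 to 480) and Cyp26a1 (4.84 CPM, others 3.68 to 3.82). At 7 days, FEN-HFD mouse 61 was apart in the share of Lars2 (0.00846%, others 0.00285% to 0.00352%).

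Of 14 genes of the major urinary proteins, which carry pheromones, 4 rose with fenretinide at 20 weeks, which the paper does not report, among them Mup9, which passed with each mouse left out, and none was lower by edgeR, at an unadjusted p under 0.05, by DESeq2 or by limma-voom, with a median log2 fold change of 2.47 (camera, adjusted p = 4.37e-06; adjusted p = 0.526 with an estimated correlation). The summed level of 20 Mup genes was 15750 ± 7465 CPM (SD, n = 4) on FEN-HFD and 13290 ± 4302 CPM (SD, n = 4) on the HFD, a fold of 1.19 (exact permutation test, two-sided p = 0.571). FEN-HFD mouse 29 had a sum of 5062 CPM, against 16740 to 22190 CPM in the other FEN-HFD mice. With 1 mouse left out, the fold of the sum ranged from 1.02 to 1.45. The 4 called genes held 0.138% of the summed counts. Reads shared between these near-identical paralogs cannot be told apart from a change in single genes, since the sum rests on members other than those called. A difference set by 1 mouse is argued against, since the median of the list, on camera's scale of log2 CPM, was 2.62 with all mice and at least 2.24 with each mouse left out. A biological effect of fenretinide on these genes stays open as untested.

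Male-biased liver genes had a median log2 fold change of 0.75 with fenretinide at 20 weeks and female-biased liver genes one of -1.34 (camera, adjusted p = 0.536 and 0.203 with an estimated correlation), and the paper reports neither. The 7-day livers, which the paper's text does not describe, had 13 genes higher with fenretinide. Between 20 weeks and 7 days of HFD, a comparison also not described there, 634 genes were higher and 362 lower at 20 weeks.

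The effect of fenretinide differed between 20 weeks and 7 days in 4 genes by edgeR's test of the difference. It was higher at 20 weeks for Atp8b5, by 3.13 on the log2 scale, and the log2 difference was -2.24 for Cyp46a1 (adjusted p = 0.0119 for both), -1.32 for Abcc3 and -0.67 for Nnt (adjusted p = 0.0197 for both). Neither Atp8b5 nor Cyp46a1 passed without FEN-HFD mouse 22 (adjusted p = 0.0534 for both) or the 7-day FEN-HFD mouse 65 (0.0543). Abcc3 and Nnt did not pass without FEN-HFD mouse 21 (adjusted p = 0.0841 for both), 22 (0.0654), 65 (0.0795) or 66 (0.0629) or HFD mouse 25 (0.0554) or 143 (0.0565), nor Nnt without FEN-HFD mouse 62 (0.0599) or HFD mouse 142 (0.0593) or 144 (0.0568) or with no filter (0.0530). Nnt and Atp8b5 were named after their values were seen. By camera, 24 gene lists differed between the times, but 2 did with an estimated correlation. Fry, which tests a list against no change rather than against all other genes, called 5. The median log2 difference was -1.10 for the genes of Figure 1b (adjusted p = 0.0438 with an estimated correlation), -1.03 for those of Figure 1c (adjusted p = 0.0438 with an estimated correlation), -0.66 for targets of PPARα (adjusted p = 0.0507 with an estimated correlation) and -0.55 for genes of fibrosis and extracellular matrix (adjusted p = 0.414 with an estimated correlation). The study chose the genes of Figures 1b and 1c on these 20-week samples, so a lower effect at 20 weeks is partly built into both lists and is not independent evidence of a difference between the times.

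Other splits of the same mice tested whether chance gives as many called genes. Chance is argued against for fenretinide at 20 weeks. There 1 split of 35, the real one, called as many as 242 genes (highest other 6). Chance is also argued against at 7 days, where 1 of 35 called as many as 13 (highest other 1). The same holds for HFD of 20 weeks against 7 days, where 1 of 35 called as many as 996 (highest other 1). With 35 splits, a share below 1 in 35 cannot be reached. For the difference between times, the test was scored as one that chance fits. It is read here as unable to decide, a reading made after the values were seen. There 6 of 100 drawn splits called as many as the real 4 genes, and the highest other called 140. The 5 other splits with as many calls as the real one all kept the real 20-week groups. They thus kept the 20-week effect of fenretinide and do not show what chance gives. The highest of the rest called 1.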

How the results depend on the processing

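Of the alternatives given here, DESeq2 with shrunken folds and the removal of Rn45s and Lars2 were chosen after the data were seen. No paired analysis was possible because no mouse number is shared between groups, and 10 values of named genes are missing because an alternative gave no adjusted p. The cause of the changes below was not tested, apart from the fewer mice in the left-out runs and the larger change that the 1.5-fold test asks for. No named gene changed direction. Of 70 named genes at 20 weeks, 49 passed, 15 of them with every mouse left out, and of the 21 that did not pass, 14 passed by DESeq2. Left-out runs kept the call of these genes in 417 of 560 cases, lost it in 131 and gained it in 12, and the other settings kept it in 598 of 694, lost it in 43 and gained it in 53. With 4 mice per group, edgeR recovered 77% of simulated 2-fold changes, which limits what can be seen of smaller ones, and mouse 29 had 53.1% of its counts in Rn45s.

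Genes higher and lower with fenretinide at 20 weeks numbered 100 and 142 by edgeR, 415 and 586 by DESeq2, 484 and 644 by limma-voom, 254 and 407 with all 16 libraries in 1 fit, 14 and 12 in the 1.5-fold test and 409 and 572 by DESeq2 with shrunken folds. With 1 mouse left out they ranged from 16 to 203 and from 20 to 221. At 7 days, 13 and 0 by edgeR (346 and 323 at an unadjusted p under 0.05) became 63 and 32 by DESeq2, 23 and 6 by limma-voom, 60 and 31 with shrunken folds and 4 higher in the 1.5-fold test. Lower genes at 7 days numbered 1 with RLE factors, 2 with no filter and 2 with all 16 libraries in 1 fit. Left-out runs at 7 days ranged from 7 to 14 higher and from 0 to 4 lower. Between 20 weeks and 7 days of HFD, 634 and 362 became 1060 and 697 by DESeq2 and 1046 and 691 with shrunken folds, and ranged from 340 to 598 and from 128 to 380 over left-out runs. The difference between times had 1 gene higher and 3 lower by edgeR, 48 and 66 by DESeq2, 38 and 52 by limma-voom, 3 and 8 with upper-quartile factors, 49 and 80 with shrunken folds and 2 higher without Rn45s and Lars2. Its left-out runs ranged from 0 to 5 and from 0 to 9. Genes called higher both at 7 days and at 20 weeks numbered 10 by edgeR, 37 by DESeq2 and 6 with at least 10 counts in every library, and genes called lower in both numbered 0 by edgeR and 15 by DESeq2.

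Of 42 lists tested, camera called 25 for fenretinide at 20 weeks, 15 at 7 days, 28 between 20 weeks and 7 days of HFD and 24 for the difference between times. With an estimated correlation these became 0, 1, 0 and 2. Fry asks a different question, testing a list against no change rather than against all other genes. It called 12, 1, 15 and 5. The smallest adjusted p with an estimated correlation was 0.188 at 20 weeks and 0.0701 between the times of HFD. Over left-out runs camera called 22 to 26, 13 to 18, 26 to 28 and 22 to 26. The direction of a list is camera's own, so that it can change while the median, here on camera's scale of log2 CPM, keeps its sign. Direction changed 97 times in 43 list results, mostly in lists that camera did not call. By fry the direction changed for unfolded protein and integrated stress response at 20 weeks (median 0.00959) and for acute phase (-0.0175) and macrophage and Kupffer markers (-0.0829) at 7 days, and with RLE factors for gluconeogenesis and insulin response between the times of HFD (-0.0417). Of called lists, interferon response changed direction without HFD mouse 143, both at 7 days (median -0.297 with all mice and 0.0743 without it) and for the difference between times (0.309 and -0.116). At 20 weeks the uncalled interferon response changed to a called decrease without FEN-HFD mouse 29 (median -0.296, adjusted p = 0.00634). For fenretinide at 20 weeks, medians ranged over the left-out runs as follows, by list: bile acid synthesis and transport -0.108 to 0.117, circadian clock -0.0165 to 0.0764, unfolded protein and integrated stress response -0.0272 to 0.134, interferon response -0.296 to 0.11, oxidative phosphorylation, nuclear encoded -0.128 to 0.00832, hepatocyte markers -0.0777 to 0.25, hepatic stellate markers -0.0953 to 0.123 and B cell markers -0.16 to 0.926. For fenretinide at 7 days, medians ranged over the left-out runs as follows, by list: the study's fibrosis genes -0.181 to 0.135, Hsd17b family 0.000893 to 0.146, triglyceride synthesis and lipid droplet -0.0048 to 0.146, cholesterol synthesis -0.255 to 0.0193, ceramide metabolism -0.0301 to 0.0721, fibrosis and extracellular matrix -0.121 to 0.0671, Yap and Taz signalling -0.0544 to -0.00813, gluconeogenesis and insulin response -0.118 to -0.0182, bile acid synthesis and transport -0.105 to 0.0671, NRF2 targets -0.174 to -0.0594, female-biased liver genes -0.495 to -0.169, circadian clock -0.0183 to 0.0445, acute phase -0.0787 to 0.0108, interferon response -0.497 to 0.0743, oxidative phosphorylation, nuclear encoded -0.0295 to 0.0859, pericentral hepatocyte markers -0.0353 to 0.238, hepatic stellate markers -0.0351 to 0.0419, macrophage and Kupffer markers -0.259 to 0.195, lipid-associated macrophage markers -0.192 to 0.312, T and NK cell markers -0.0747 to 0.504 and gallbladder and mesothelium markers 0.0299 to 0.403. For HFD at 20 weeks against 7 days, medians ranged over the left-out runs as follows, by list: gluconeogenesis and insulin response -0.112 to -0.013, circadian clock -0.122 to 0.0339, unfolded protein and integrated stress response -0.204 to -0.013, oxidative phosphorylation, nuclear encoded -0.0988 to -0.00355 and neutrophil markers -0.168 to 0.417. For the difference between times, medians ranged over the left-out runs as follows, by list: gluconeogenesis and insulin response -0.191 to 0.0574, bile acid synthesis and transport -0.0465 to 0.112, circadian clock 0.0226 to 0.146, interferon response -0.116 to 0.542, pericentral hepatocyte markers -0.0725 to 0.196, sinusoidal endothelial markers -0.0562 to 0.0528, hepatic stellate markers -0.11 to 0.0542, B cell markers -0.217 to 0.881 and neutrophil markers -0.199 to 0.707.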

Differences from the paper's values

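No test or alternative in this part was chosen after the result was seen, apart from DESeq2 with shrunken folds. For Hsd17b7 at 20 weeks, the paper's adjusted p is about 0.028 in Fig. 2a, read by eye, and the value here is 0.114 by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 brings it within the paper's value (adjusted p = 0.0241), while limma-voom (0.0450) calls the gene at a value that differs, and the others do not call it. For Hsd17b11, the paper's adjusted p is about 0.004 in Fig. 2a, read by eye, and the value here is 0.0661 by edgeR. DESeq2 brings it within the paper's value (adjusted p = 0.00536), while limma-voom (0.0263), upper-quartile factors (0.0448) and all 16 libraries in 1 fit (0.0452) call the gene at values that differ, and the others do not call it. Shrunken folds in DESeq2, chosen after the values were seen, call both genes.

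In units of M (mega), the paper gives an average of 45 M raw reads per sample and 719 M in all, and the counts assigned to genes here average 26.5 M per library and sum to 425 M. Counts on genes are a different quantity from raw reads, and no alternative applies. For the 14 genes of Figures 1c and 2a, each fold with fenretinide that the figures give is within 1.5 times the one here by edgeR, and by DESeq2 with shrunken folds 10 of the 14 are within 10%.

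The paper presents Vldlr among the genes that fenretinide lowered, and it did not pass here (log2 fold change -1.60, adjusted p = 0.0595 by edgeR), while Crat, Cyp46a1, Rdh16, Fads1, Mogat1, Gstm2 and Hsd17b13 did. Vldlr is called by DESeq2 (adjusted p = 0.000521), limma-voom (0.00743), all 16 libraries in 1 fit (0.0131) and DESeq2 with shrunken folds, and without FEN-HFD mouse 29 (0.0177) or HFD mouse 33 (0.0360), in a range over alternatives up to 0.405. The paper states that fenretinide prevented the increase of many of the fibrosis genes it names. Of the 6 measured, Col15a1 passed by edgeR and none was higher. DESeq2 calls 4 of them, Timp2 (adjusted p = 0.00686), Col12a1 (0.00957), Ctgf (0.0192) and Col15a1 (0.000676), and limma-voom calls these and Col1a1 (0.00503). Shrunken folds call the same 4 genes as DESeq2. With all 16 libraries in 1 fit, Timp2 (adjusted p = 0.0116) and Col12a1 (0.0197) are called. Without FEN-HFD mouse 29, Timp2 (adjusted p = 0.0435) and Col1a1 (0.0216) are called, and without HFD mouse 33, Timp2 (0.0386) and Col12a1 (0.0338) are. For Avpr1a, the paper's result is from gene expression in groups of more mice than here (Fig. 1f), so the 2 are not the same measurement, and the value here is a log2 fold change of 1.06 (adjusted p = 0.0750 by edgeR). It is called by DESeq2 (adjusted p = 0.00467), limma-voom (0.0206), all 16 libraries in 1 fit (0.0306), shrunken folds and without HFD mouse 45 (0.0268), in a range up to 0.209 over left-out runs.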

Other observations

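The test with shrunken folds and the choice of Raet1e, Rian, Gm4952, Nnt and Atp8b5 as named genes were made only after the results were seen. Of 23 genes that are higher in male livers, Selenbp2, Serpina1e and the complement gene C6 rose with fenretinide at 20 weeks and none was lower by edgeR, where 2 were lower at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom (camera, adjusted p = 0.000201; adjusted p = 0.536 with an estimated correlation). Selenbp2, a selenium-binding protein with a close paralog, had 1140 ± 281 CPM (SD, n = 4) on FEN-HFD and 54.4 ± 34.1 CPM (SD, n = 4) on the HFD (log2 fold change 4.39, adjusted p = 0.00657 from edgeR). Of 14 genes that are higher in female livers, Hamp2, Hao2, Cyp17a1 and Cyp2b10 fell and Trim24 rose (camera, adjusted p = 0.000635; adjusted p = 0.203 with an estimated correlation). Hamp2, a relative of the iron hormone hepcidin, had 1.51 ± 0.272 CPM (SD, n = 4) on FEN-HFD and 6.13 ± 1.61 CPM (SD, n = 4) on the HFD (log2 fold change -2.01, adjusted p = 0.00586 from edgeR). Cyp2c70, which makes muricholic bile acids, rose from 181 ± 58.6 to 702 ± 123 CPM (SD, n = 4 each; adjusted p = 0.00701 from edgeR). Raet1d (log2 fold change 3.74, adjusted p = 0.00223), a ligand of an NK cell receptor with a close paralog, Adam11 (3.28, 0.00586) and Mup9 (6.50, 0.00464) rose, and Cyp39a1 (-2.27, 0.00586) and the mitochondrial transhydrogenase gene Nnt (-0.77, 0.00464) fell in edgeR. Selenbp2, Hamp2, Cyp2c70, Raet1d, Adam11, Mup9, Cyp39a1 and Nnt passed with each mouse left out. The test for a change of over 1.5-fold ended the calls of Nnt (adjusted p = 0.516), C6 (0.480), Hao2 (0.0588), Cyp17a1 (0.0910), Cyp2b10 (0.118) and Trim24 (1), and Cyp17a1 did not pass with no filter (0.0591). Without FEN-HFD mouse 21, Serpina1e (adjusted p = 0.0521), C6 (0.0807), Hao2 (0.0807), Cyp17a1 (0.0807), Cyp2b10 (0.114) and Trim24 (0.0843) did not pass. Nor did Serpina1e (0.0598), C6 (0.0867), Cyp17a1 (0.0718), Cyp2b10 (0.0950) and Trim24 (0.105) without HFD mouse 25. Without FEN-HFD mouse 24, C6 (adjusted p = 0.0585), Hao2 (0.0501), Cyp17a1 (0.0714), Cyp2b10 (0.0657) and Trim24 (0.0726) did not pass. Nor did C6 (0.0554), Cyp2b10 (0.0737) and Trim24 (0.0709) without FEN-HFD mouse 22, Cyp17a1 (0.0663) without FEN-HFD mouse 29, or Cyp2b10 (0.0620) and Trim24 (0.0687) without HFD mouse 33.

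After 7 days, 13 genes rose with fenretinide and none was lower by edgeR, where 323 were lower at an unadjusted p under 0.05, 32 by DESeq2 and 6 by limma-voom. Without FEN-HFD mouse 65, 7 rose, and without HFD mouse 146, 8 rose. Genes called lower numbered 2 without FEN-HFD mouse 62, 4 without HFD mouse 143 and 1 each without HFD mice 142 and 144. Rarb rose from 6.31 ± 0.865 to 14.0 ± 1.55 CPM (SD, n = 4 each; log2 fold change 1.16, adjusted p = 0.00714 from edgeR) and Lrat from 43.6 ± 1.99 to 82.3 ± 8.92 CPM (SD, n = 4 each; 0.92, adjusted p = 0.00334). Raet1d (log2 fold change 5.57, adjusted p = 4.06e-05), Raet1e (5.00, 0.000372), the imprinted RNAs Meg3 (2.59, 0.00714) and Rian (2.51, 0.00109) and Trim24 (0.85, 0.00714) also rose and, like Rarb and Lrat, passed with each mouse left out, but the test for a change of over 1.5-fold ended the calls of Rarb (adjusted p = 0.270), Lrat (0.661) and Trim24 (1). Cyp26a1 rose from 5.19 ± 3.60 to 239 ± 28.6 CPM (SD, n = 4 each; log2 fold change 5.54, adjusted p = 0.0320). Of the left-out runs, it passed only in that without HFD mouse 144. In the others the adjusted p ran from 0.0579 (without HFD mouse 146) to 0.137 (without FEN-HFD mouse 65). The log2 fold change stayed between 5.20 and 5.92 in the left-out runs. The gene did not pass with no filter (adjusted p = 0.0627) or in the 1.5-fold test (0.0769). It passed by DESeq2 (adjusted p = 1.34e-17), by limma-voom (0.000121) and with all 16 libraries in 1 fit (2.41e-05). Of 11 genes inducible by retinoic acid, 3 rose and none was lower by edgeR, and none at an unadjusted p under 0.05, by DESeq2 or by limma-voom, while 4 were higher when adjusted over the list alone, with a median log2 fold change of 0.24 (camera, adjusted p = 4.46e-09; adjusted p = 0.0212 with an estimated correlation). Hsd17b13 had 232 ± 27.2 CPM (SD, n = 4) on FEN-HFD and 318 ± 62.4 CPM (SD, n = 4) on the HFD at 7 days (log2 fold change -0.45, adjusted p = 0.604 from edgeR). Its effect was not shown to differ between the times (log2 difference -0.81, adjusted p = 0.315). All 13 called genes had groups that did not overlap, as had 3.26% of the genes tested, where chance gives 2.86%. Of the 13, 10 were also higher at 20 weeks, where 0.0948 would be shared by independent calls, and Gm4952, Tmem176a and Csrp3 did not pass there (adjusted p = 0.102, 0.199 and 0.926). At 7 days these 3 passed in 4, 6 and 1 of the 8 left-out runs and not in the 1.5-fold test (adjusted p = 0.826, 1 and 1), nor did Tmem176a (0.476) and Csrp3 (0.458) with all 16 libraries in 1 fit. Tmem176a overlaps Tmem176b, so that reads of either gene are uncertain there.

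Between 20 weeks and 7 days of HFD, 634 genes were higher and 362 lower at 20 weeks. Plin4, a lipid droplet coat protein, had 84.4 ± 34.5 CPM (SD, n = 4) at 20 weeks and 4.08 ± 0.812 CPM (SD, n = 4) at 7 days (log2 fold change 4.38, adjusted p = 0.000529 from edgeR). Crat had 105 ± 7.71 against 19.3 ± 5.16 CPM and Vnn1, a pantetheinase, 166 ± 27.5 against 34.1 ± 4.81 CPM (SD, n = 4 each; adjusted p = 0.000150 for both). Cyp2c70 fell from 764 ± 108 to 194 ± 61.7 CPM (SD, n = 4 each; adjusted p = 0.00195). Of 32 targets of PPARα, 19 rose with a median log2 fold change of 0.97 (camera, adjusted p = 1.77e-20; adjusted p = 0.0701 with an estimated correlation). Of 6 adipocyte markers, 3 rose with a median of 1.54 (camera, adjusted p = 0.000373; adjusted p = 0.0701 with an estimated correlation). The adipocyte gene Adipoq stood at 3.35 CPM in 20-week HFD mouse 45 and at 0.126 CPM or less in every other library. Camera also called markers of lipid-associated macrophages higher (median 0.90). It called lower the interferon response (-1.115) and markers of T and NK cells (-1.07) and of macrophages and Kupffer cells (-0.72). With an estimated correlation each of these last lists had an adjusted p of at least 0.405. Of 23 male-biased genes 8 fell, with a median of -1.21 (camera, adjusted p = 1.97e-08; adjusted p = 0.367 with an estimated correlation), and of 14 female-biased genes 8 rose, with a median of 1.81 (camera, adjusted p = 4.17e-07; adjusted p = 0.0701 with an estimated correlation). Hsd17b13 had a log2 fold change of 0.66 (adjusted p = 0.0873 from edgeR) and passed without HFD mouse 45 (0.0424), by DESeq2 (0.0161) and with all 16 libraries in 1 fit (0.0173), in a range over left-out runs up to 0.173. Without HFD mouse 25 edgeR called 340 genes higher and 128 lower, without mouse 28 396 and 176, without mouse 142 349 and 173 and without mouse 144 418 and 197, and lower genes numbered 219 without mouse 33 and 240 without mouse 45. Of the 996 called genes 976 had groups that did not overlap, as had 17.1% of the genes tested, where chance gives 2.86%.

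Among genes higher after 20 weeks than 7 days of HFD, 87 were lower with fenretinide at 20 weeks and 4 were higher. Independent calls would share 6.90 and 4.57. Among genes lower after 20 weeks of HFD, 30 were higher with fenretinide and 0 were lower. Independent calls would share 2.55 and 3.85. Both comparisons share the HFD mice of 20 weeks, which alone gave a correlation across genes of -0.49 in 10 simulations, with a covariance of -0.0305, against -0.67 and -0.185 observed. With those mice divided between the comparisons in 6 ways, the covariance was -0.155 to -0.117. The count of genes higher after 20 weeks of HFD and lower with fenretinide was then 4 to 55. Genes are not independent replicates.

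At 20 weeks, lists that camera called lower were cholesterol synthesis (0 of 25 passing; median -0.66, adjusted p = 4.40e-05), fatty acid oxidation in mitochondria (0 of 17; -0.27, 0.000697), NRF2 targets (1 of 17; -0.35, 0.00207), cell cycle (0 of 23; -0.48, 0.00261), CAR and PXR targets (4 of 31; -0.22, 0.00568), markers of lipid-associated macrophages (1 of 13; -0.65, 0.0135) and of cholangiocytes (0 of 9; -0.56, 0.0150). Called higher were acute phase genes (0 of 22; 0.78, 0.000227) and markers of macrophages and Kupffer cells (1 of 15; 0.62, 0.000102), T and NK cells (0 of 10; 0.85, 0.00338) and neutrophils (1 of 5; 0.97, 0.0233). With an estimated correlation each has an adjusted p of at least 0.324. At an unadjusted p under 0.05, the lists with no passing member had 13, 5, 5, 4, 11 and 2 members on the called side, in the order cholesterol, oxidation, cell cycle, cholangiocyte, acute phase and T and NK cell. DESeq2 called 6, 4, 0, 2, 8 and 1 of them and limma-voom 7, 2, 0, 1, 3 and 0. CAR and PXR targets were not called without FEN-HFD mouse 29 (adjusted p = 0.0511) or HFD mouse 33 (0.0963), nor cell cycle without HFD mouse 28 (0.0872), nor cholangiocyte markers without FEN-HFD mouse 24 (0.0985) or HFD mouse 28 (0.0513). Markers of lipid-associated macrophages were not called without FEN-HFD mouse 22 (adjusted p = 0.0780) or 24 (0.0833) or HFD mouse 28 (0.188), nor those of T and NK cells without FEN-HFD mouse 29 (0.134), nor those of neutrophils without FEN-HFD mouse 29 (0.214) or HFD mouse 33 (0.0836) or 45 (0.152). Not called were ceramide metabolism, gluconeogenesis, bile acids, circadian clock, unfolded protein response, interferon response, oxidative phosphorylation, and markers of hepatocytes, pericentral and periportal hepatocytes, sinusoidal endothelium, B cells, adipocytes, gallbladder and the paper's other genes, with adjusted p from 0.143 to 0.995. Erythroid, pancreas and gut, and nuclear and mitochondrial RNA markers had too few members to test.

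A hypothesis is that the HFD-induced folds printed in Figures 1c and 2a may have been taken against the 7-day HFD mice. By DESeq2, 9 of the 14 genes had a fold of 20 weeks over 7 days of HFD within 10% of the printed one, which does not decide it. With folds shrunken as in DESeq2 1.6, a test chosen after the unshrunken folds were seen, 12 of 14 did. None of the 16 libraries is from a lean control liver, so the same folds against lean mice could not be compared.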
